# An ontogeny-cytokine code determines macrophage response polarity and tumor outcomes

**DOI:** 10.1038/s42003-026-09853-y

**Published:** 2026-03-13

**Authors:** Dominik J. Schaer, Nadja Schulthess-Lutz, Matthias J. Peterhans, Livio Baselgia, Melanie Eschment, Rok Humar, Florence Vallelian

**Keywords:** Phagocytes, Immunosurveillance

## Abstract

Tumor-associated macrophages can either promote or suppress cancer, but therapeutic targeting remains challenging because we lack a predictive framework for macrophage function. The prevailing M1/M2 paradigm oversimplifies how macrophage developmental origin (ontogeny) and local cytokines shape antitumor versus protumor behavior. We systematically map eight reference macrophage states by differentiating mouse bone marrow cells with M-CSF or GM-CSF and polarizing them with four key cytokines (IFN‑γ, IL‑4, IL‑10, TGF‑β). Using integrated transcriptomic profiling, 3D tumor spheroids, and experimental metastasis models, we find that macrophage ontogeny determines whether cytokines promote or suppress tumor progression. Most notably, IL-4 induces opposite effects depending on ontogeny: promoting tumor growth, invasion, and metastasis in M-CSF-derived macrophages, while suppressing these processes in GM-CSF-derived macrophages. A similar ontogeny-dependent divergence was observed for IL-10, whereas IFN-γ consistently exerted antitumor effects and TGF-β protumor effects across both lineages. These findings define an ontogeny‑cytokine interaction framework that determines macrophage function based on developmental origin and cytokine context. By identifying ontogeny as a key determinant of cytokine responses, this work provides a conceptual basis for more precise macrophage-directed cancer immunotherapy strategies.

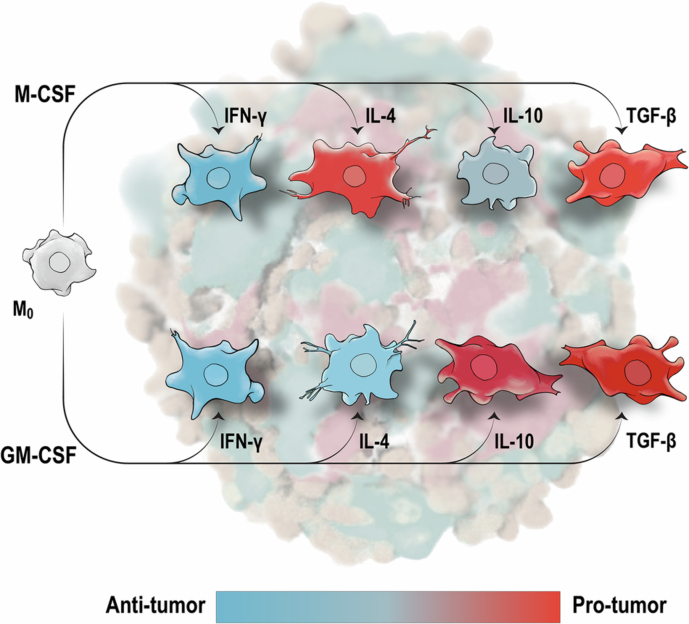

## Abstract (web summary)

Tumor-associated macrophage function depends on developmental origin. We show that M-CSF- and GM-CSF–derived macrophages respond divergently to cytokines, defining an ontogeny–cytokine code that predicts function.

## Introduction

Macrophages dominate the immune landscape of solid tumors and can either restrain or accelerate malignancy^1^. Depletion or reprogramming of tumor-associated macrophages (TAMs) with CSF1R inhibitors, TLR, STING, or CD40 agonists, or interferon-γ (IFN-γ) slows tumor growth in mice, yet durable clinical responses remain rare^2–5^. Thus, we lack a comparative, multi‑scale framework for how TAMs integrate developmental and environmental signals to adopt pro- versus antitumor functions^6–8^.

TAM heterogeneity reflects two critical but poorly integrated factors^9–11^. First, macrophage ontogeny: a homeostatic lineage maintained by macrophage colony‑stimulating factor (M‑CSF) coexists with an inflammatory lineage expanded under granulocyte–macrophage colony‑stimulating factor (GM‑CSF)^12,13^. Second, local cytokine milieu: soluble mediators such as IFN‑γ, interleukin‑4 (IL‑4), interleukin‑10 (IL‑10), and transforming growth factor‑β (TGF‑β) drive macrophages along an activation spectrum historically summarized as “M1/M2”^14^. Whether and how these two axes—ontogeny and cytokine environment—interact to determine TAM function remains unclear, hampering rational therapeutic design^9–11^.

Here, we introduce a reductionist yet physiologically informative pipeline that systematically dissects the interplay between ontogeny and polarization signals. Bone marrow (BM) precursors were differentiated with M-CSF or GM-CSF and subsequently polarized with IFN-γ, IL-4, IL-10, or TGF-β, generating eight precisely defined macrophage states.

We integrated bulk and single-cell RNA sequencing with high-content imaging, 3D tumor spheroid co-cultures, invasion assays, and an experimental metastasis model to link each macrophage state with distinct transcriptional signatures, effects on cancer cell proliferation and invasion, and capacity to modulate pulmonary metastatic seeding in vivo. This systematic approach reveals how developmental origin constrains or amplifies the functional consequences of environmental polarization, providing a quantitative framework for TAM-directed therapies.

## Results

### Macrophage ontogeny and cytokine environment create distinct transcriptional landscapes

We generated eight macrophage states using our cytokine-ontogeny matrix (Fig. 1A), enabling direct comparison of how identical cytokine signals affect macrophages with different developmental origins. Bulk RNA-sequencing (RNA‑seq) was performed on five biological replicates per condition. Changes in transcriptional programs were visualized by principal component analysis (PCA), followed by gene‑set enrichment analysis (GSEA) of hallmark gene sets and transcription factors (TFs). In a PCA across all eight conditions (Fig. 1B), PC1 (54% variance) segregated macrophages primarily by ontogeny: GM‑CSF states loaded negatively, while M‑CSF-derived states loaded positively (Fig. 1B). GSEA of genes contributing to negative PC1 loadings highlighted NF‑kB-regulated inflammatory programs, consistent with the intrinsic inflammatory bias of GM‑CSF macrophages^15,16^. This ontogeny-driven separation was so pronounced that it exceeded the variance explained by individual cytokine treatments, indicating that developmental origin fundamentally shapes macrophage identity (Fig. 1B).

**Fig. 1:**
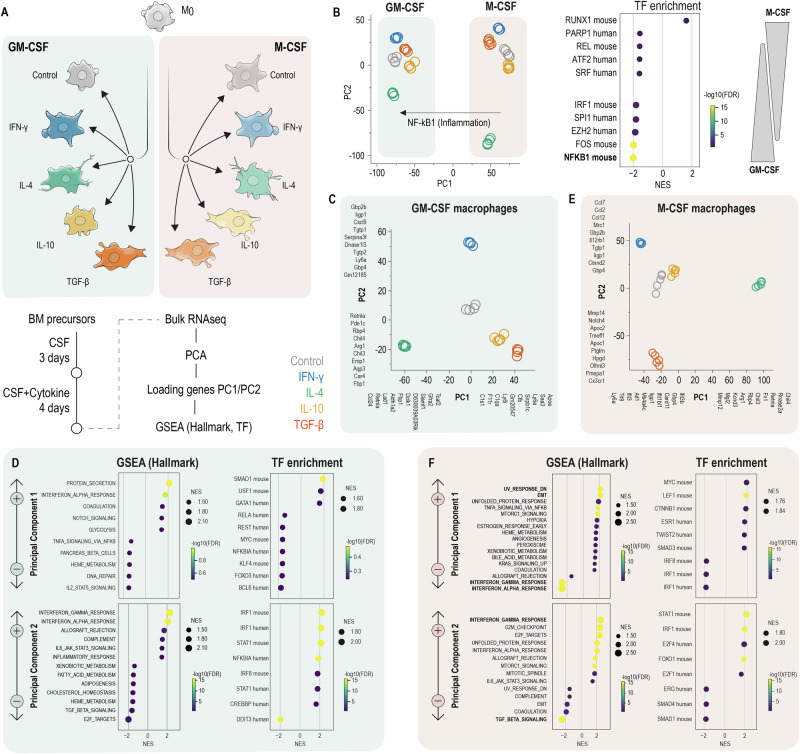
Generation of reference macrophage states and transcriptomic hierarchy in M‑CSF- or GM-CSF-derived macrophage lineages. **A** Experimental workflow used to generate reference macrophage states. BM precursors were differentiated for three days with either GM-CSF or M-CSF and skewed with CSF + IFN-γ, IL-4, IL-10, or TGF-β, for additional four days yielding eight cytokine × ontogeny macrophage states. Sampling for bulk RNA-seq was performed on day 7. Color code: Control/unpolarized (gray), IFN-γ (blue), IL-4 (green), IL-10 (yellow), TGF-β (orange-red). **B** Joint principal component analysis (PCA) of GM-CSF- and M-CSF macrophages (*n* = 5 biological replicates per condition, each dot represents one replicate). PC1 separates macrophages by ontogeny (GM-CSF < 0, M-CSF > 0); PC2 captures cytokine-induced variance. Transcription factor (TF) enrichment analysis of PC1 loading genes (−log10 FDR > 2) reveals predominance of NF-κB family transcription factors on the GM-CSF (PC1 < 0) side, confirming the intrinsic inflammatory bias of this lineage. **C** PCA of GM‑CSF- macrophages (*n* = 5 biological replicates per condition, each dot represents one replicate). PC1 (47%) separates IL‑4‑treated cells towards negative PC1; PC2 (25%) distinguishes IFN‑γ-treated cells (positive PC2) from IL‑10/TGF‑β states-treated cells (negative PC2). The top 10 genes contributing to positive loadings (right/top) and negative loadings (left/bottom) for each principal component are labeled on their respective axes. **D** GSEA using hallmark gene sets and transcription factor target genes for positive and negative loadings of PC1 (top row) and PC2 (bottom row) in GM-CSF macrophages. Dot size represents normalized enrichment score (NES); color intensity represents significance (−log10 FDR); only gene sets with FDR < 0.2 (−log10 FDR > 0.7) are shown. **E** PCA of M‑CSF macrophages (n = 5 biological replicates per condition, each dot represents one replicate). PC1 (54% of variance) separates IL-4-treated cells. The respective loading genes are associated with reparative programming; PC2 (26% of variance) spans an inflammatory (IFN-γ; positive) to remodeling (TGF-β; negative) continuum, with IL-10 occupying an intermediate position. The top ten genes contributing to positive and negative loadings for each PC are labeled on their respective axes. **F** GSEA using hallmark gene sets and transcription factor target genes for genes contributing to positive and negative loadings of PC1 (top row) and PC2 (bottom row) in M-CSF macrophages. Analysis parameters as in **D**.

The ontogeny-cytokine interaction was most evident when each lineage was examined separately. Within GM‑CSF macrophages (Fig. 1C, D), IL‑4 again separated along PC1 (47% variance) but showed no additional significant Hallmark enrichment beyond NF-kB trajectory. PC2 (25% variance) distinguished the IFN‑γ pole characterized by IRF1/STAT1-regulated genes (*Gbp* genes, *Cxcl9*), from IL‑4 and IL‑10/TGF‑β poles, denoting distinct remodeling programs. In contrast, M‑CSF macrophages displayed a different response landscape (Fig. 1E, F). IL‑4 treatment again dominated PC1 (54% variance), but here GSEA revealed robust enrichment of reparative programs (EMT, UPR) with concurrent repression of interferon-response hallmarks. TF analysis aligned with this shift—MYC, LEF1, CTNNB1, ESR1, TWIST2 and SMAD3 increased—while IRF family members were comparatively depleted. Along PC2 (26% variance), M-CSF macrophages spanned an inflammatory‑to‑remodeling continuum: IFN‑γ-treated cells anchored one pole with the chemokine‑rich, IFN‑responsive signatures (*Ccl7*, *Ccl2*, *Ccl12*) (GSEA: IFN‑γ; TFs: STAT1/IRF1), whereas TGF‑β-treated cells anchored the opposite pole with matrix‑remodeling signatures (*Mmp14, Pmepa1, Notch4*) (GSEA: TGF‑β signaling, EMT; TFs: SMAD1/4); IL‑10 occupied an intermediate position along PC2 between the IFN‑γ (chemokine‑rich) and TGF‑β (matrix‑remodeling) poles. These data establish that identical cytokine treatments produce lineage-dependent transcriptional programs, providing the transcriptional basis for functional differences.

### Single-cell RNA-sequencing resolves IL-4 and IFN-γ into distinct inflammatory trajectories within GM-CSF macrophages

Compared to M-CSF macrophages, GM-CSF macrophage cultures are intrinsically heterogeneous, generating both macrophages and a distinct population of MHC-II+ Ccl22+ Ccr7+ dendritic cell-like inflammatory macrophages^17,18^. 

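Mouse bone marrow precursors were cultured with GM-CSF at 20 ng/ml, and the cytokine was added from day 3 of culture by the paper's text and from day 3 or 4 by the deposited record. IFN-γ and IL-4 were given at 20 ng/ml, and IL-10 and TGF-β at 100 ng/ml. Gene expression was measured with the GEM-X Flex assay, in which fixed cells are hybridized with probes for the protein-coding transcriptome, and a barcode in the probes marks the culture so that several cultures can be run as a pool. The authors aligned the reads to GRCm39 and counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger 9.0.0, and the deposited matrices hold these counts without normalization. Of the cultures harvested on day 7, 4 libraries were used, with 1 library per condition: control and IFN-γ from pool 2, and IL-4 and TGF-β from pool 3. Control, IFN-γ, IL-4 and IL-10 libraries of day 5, all from pool 1, served as a second time point within a single pool. The libraries of IL-10 and TNF-α of day 7 and of TGF-β and TNF-α of day 5 were not analysed here. Barcodes with fewer than 200 detected genes or more than 20% mitochondrial UMIs were left out. This left 10055 control cells with 71174427 UMIs in total, 9090 IFN-γ cells with 133701802, 10846 IL-4 cells with 118354513 and 8901 TGF-β cells with 88769899 at day 7. The median number of UMIs per cell was 5672 in control, 11239 in IFN-γ, 8113.5 in IL-4 and 6854 in TGF-β cells. The day 5 libraries held 10346 control cells (104768227 UMIs), 10838 IFN-γ cells (146994810), 10953 IL-4 cells (137084976) and 10044 IL-10 cells (141066845). UMIs of all kept cells were summed per library and scaled by the library's sum to CPM, the usual unit of relative expression in count data, and each treated library was compared with control by the ratio of CPM. A gene was called higher or lower when its CPM differed by at least 2-fold, and log2 ratios were taken after 1 CPM was added to both sides. Because cells of 1 culture are not replicates, no test was made between conditions. The 95% intervals given with CPM (exact Poisson), ratios (exact conditional binomial) and shares of cells (exact Clopper-Pearson) cover counting error only, not the variation between cultures. For each of 17 gene lists, members with at least 10 CPM in either library were counted as measured, and the median log2 ratio was placed among those of 10000 random lists of genes with similar expression. The gene lists, the rule for naming genes and the alternative settings, apart from those described as added, were fixed before the data were examined. For the principal component analysis, the counts of the 4 day 7 libraries were divided by scran size factors, transformed as log(x+1) and restricted to the 2000 most variable genes, without scaling or batch correction. The signs were set so that Ccl22, a chemokine that attracts T cells, was positive on PC1 and Ly6a, which encodes the interferon-inducible surface protein Sca-1, was positive on PC2.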

To determine whether the transcriptional axes identified by bulk RNA-seq reflect uniform population-wide shifts or arise from rare subpopulations within GM-CSF cultures, we performed multiplexed scRNA‑seq on 49,441 GM‑CSF–derived macrophages across all cytokine treatment conditions. Uniform Manifold Approximation and Projection (UMAP) of the combined dataset revealed treatment-specific clustering patterns (Fig. 2A). 

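Cells of each culture lay mostly among cells of the same culture. Of the 15 nearest neighbours of a cell in the first 30 principal components, 96.3% on average came from the same library for control cells, 97.8% for IFN-γ cells, 98.0% for IL-4 cells and 96.2% for TGF-β cells. The libraries made up 25.9%, 23.4%, 27.9% and 22.9% of all cells. No neighbour from another library was found for 84.0% of control cells, 92.3% of IFN-γ cells, 92.6% of IL-4 cells and 86.9% of TGF-β cells. With every gene scaled to unit variance, neighbours from the same library made up 73.0% for control, 94.4% for IFN-γ, 79.4% for IL-4 and 84.2% for TGF-β cells, and cells without a neighbour from another library 24.3%, 85.7%, 42.0% and 55.5%. A neutrophil-like cluster, called from its granule genes Ngp, Ltf and Camp and the calprotectin genes S100a8 and S100a9, held cells of all 4 libraries. It took up 0.995% of control, 1.17% of IFN-γ, 2.44% of IL-4 and 4.99% of TGF-β cells (100, 106, 265 and 444 cells). A basophil- or mast cell-like cluster, called from the protease genes Prss34, Mcpt8 and Cpa3, the transcription factor gene Gata2 and the IgE receptor gene Ms4a2, took up 0.557% of control, 1.67% of IFN-γ, 1.83% of IL-4 and 1.23% of TGF-β cells. Most of the remaining clusters were drawn mostly from 1 library. With 1 library per treatment, such a cluster cannot be told apart from that library.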

Single-cell PCA (Fig. 2B; PC1 = 13.21%, PC2 = 4.65% variance) recapitulated the bulk RNA-seq patterns: IL‑4 treatment displaced macrophages farthest along PC1 towards a cell cluster enriched for NF‑kB-controlled gene expression (Fig. 2C) with high *Ccl22* and *Ccr7* (Fig. 2D), consistent with a dendritic‑cell‑like, T‑cell‑activating phenotype. This contrasts with the canonical anti-inflammatory expectation for IL-4 and supports our hypothesis that ontogeny fundamentally alters cytokine signaling outcomes.

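At day 7 the IL-4 library lay on the positive side of control along PC1, by 0.31 SD of all cells, whereas the IFN-γ and TGF-β libraries lay on its negative side, by -0.68 and -0.71 SD. The scores on PC1 had 2 peaks in density, and the cells above the minimum between them carried high levels of mature dendritic cell markers, such as Ccl22, Ccr7, the actin-bundling gene Fscn1 and the activation marker Cd83. Of the IL-4 cells, 37.4% lay above this minimum (95% interval 36.5 to 38.3), against 26.3% of control cells (25.4 to 27.2), 10.2% of IFN-γ cells (9.55 to 10.8) and 1.84% of TGF-β cells (1.57 to 2.14). Of the difference between IL-4 and control along PC1, 0.25 SD came with the larger share of cells above the minimum, 0.094 SD with a shift among the cells below it and -0.034 SD with a shift among the cells above it. The cells above it clustered apart by library. The mature dendritic cell-like cluster held 25.7% of control but 0.286% of IL-4 cells. Another cluster, led by Aldh1a2 and Slamf1 and with Ccl22 among its 10 leading genes, held 33.9% of IL-4 and 0.0497% of control cells. The larger share is thus not a larger share of the same cluster. Of all cells, 3.64% lay within 0.5 SD of the minimum. By library these were 7.63% of IL-4, 3.88% of control, 1.69% of IFN-γ and 0.483% of TGF-β cells. The summed mature dendritic cell-like markers had a median over cells of 22138 CPM above and 312 CPM below the minimum in control, and of 21034 and 449 CPM in IL-4. Macrophage-like markers, among them the complement genes C1qa, C1qb and C1qc, had medians of 412 CPM above and 3830 CPM below it in control, and of 0 and 620 CPM in IL-4. Conventional dendritic cell-like markers had medians of 666.5 and 142 CPM in control, and of 665 and 200.2 CPM in IL-4. Ccl22, Ccr7, Fscn1 and Cd83 were themselves among the highest loadings of PC1, and C1qb among the most negative. The differences in mature dendritic cell-like and macrophage-like markers are therefore partly built into the split on PC1. Of 33 measured genes of the NF-kB pathway and its targets, 3 were higher in the IL-4 library than in control, 4 were lower and 26 were neither, with a median log2 ratio of -0.08. The higher ones were the chemokine genes Ccl4 (3.91-fold) and Ccl3 (2.25-fold) and the inflammatory cytokine gene Il6 (4.85-fold). The lower ones were the TNF-induced gene Tnfaip2 (ratio 0.297), the cytokine genes Il1b (0.292) and Tnf (0.475), and Nfkbiz (0.291), a nuclear regulator of NF-kB. Of 24 mature dendritic cell genes, the chemokine gene Ccl17 (2.28-fold) and Cd200 (5.73-fold), which encodes an inhibitory ligand, rose, Zmynd15 fell (ratio 0.449), and the median log2 ratio was 0.09. A gene confined to the cells above the minimum would gain less than 2-fold from a share of 37.4% in place of 26.3%. These counts over the whole library therefore cannot show that shift. Among the 100 genes with the highest loadings on PC1 were 16 of the 18 mature dendritic cell genes and 8 of the 16 NF-kB genes that were among the variable genes. Both lists hold Ccl22, Cd83, Cd40, Relb, Traf1 and Il12b, so that these counts are not independent of each other. At day 5, 8 of 22 mature dendritic cell genes and 6 of 31 NF-kB genes were higher in IL-4 than in control, among them Cd83 (3.12-fold), Il4i1 (2.53-fold), which encodes an amino acid oxidase, and the NF-kB subunit gene Rel (2.04-fold). The IL-4 and control libraries of day 7 came from different pools, and with every gene scaled to unit variance Ccr7 led the negative end of PC2, and IL-4 differed from control by -0.26 SD on that PC2, toward Ccr7, and by -0.02 SD on PC1. Among cells without a Ccr7 UMI, 4 NF-kB genes were higher in IL-4 than in control and 8 lower, and 4 mature dendritic cell genes were higher and 3 lower.

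**Figure D1:**
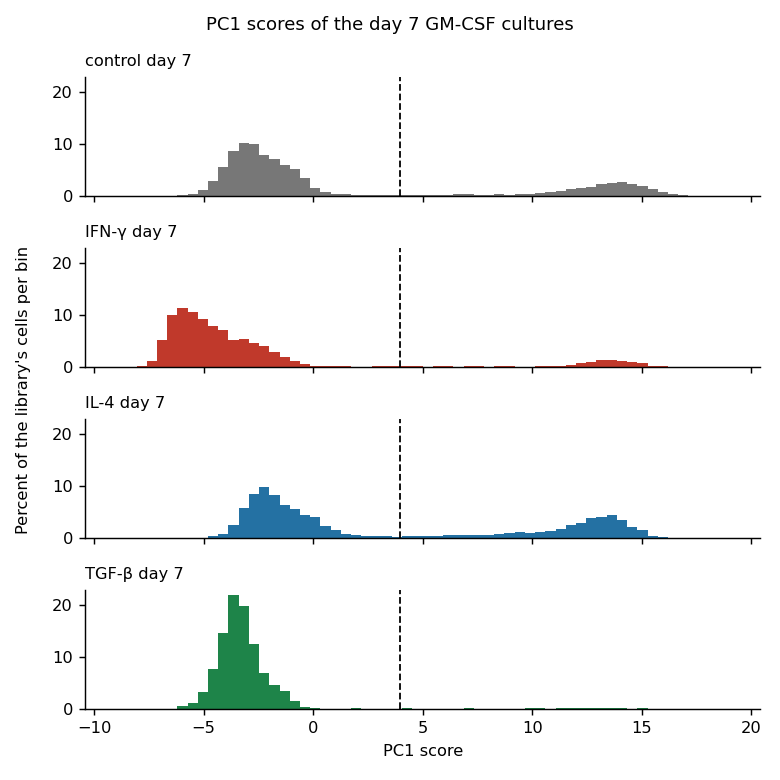
Distribution of PC1 scores (x axis) over the cells of each day 7 library (y axis, share of the library's cells). The dashed line marks the density minimum, above which 37.4% of IL-4 and 26.3% of control cells lie.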

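Part of the genes of alternative activation, the program that IL-4 drives through STAT6, rose in the IL-4 library, while most genes of complement and of MHC class II presentation fell. Of 24 measured alternative activation genes, 12 were higher than in control and 1, the lectin gene Cd209a, was lower (ratio 0.284), with a median log2 ratio of 1.03 that lay above all 10000 random lists. The eosinophil-attracting chemokine gene Ccl24 rose from 0.885 to 1765 CPM, a ratio of 1994 (95% interval 1558 to 2594). Retnla, which encodes the secreted protein RELMα (ENSMUSG00000061100, chromosome 16 of GRCm39 from 48662895 to 48664824), rose 166-fold (151 to 183). Chil3, which encodes a chitinase-like protein and lies on chromosome 3 from 106054870 to 106074880, rose 74.0-fold. At day 5, where IL-4 and control shared a pool, Chil3 rose 9.78-fold, from 1687 to 16489 CPM. Arg1, which encodes the arginine-degrading enzyme arginase 1 and lies on chromosome 10 from 24791118 to 24803817, rose 29.1-fold (28.4 to 29.8), to 2556 CPM. Tgm2, which encodes a transglutaminase, rose 11.4-fold and Mgl2, which encodes a galactose-binding lectin, 2.41-fold, and the lipoxygenase gene Alox15 had a log2 ratio of 2.66. Among the 10 genes with the highest log2 ratios, of those with at least 50 CPM that changed the same way at day 5, were also the gluconeogenic enzyme gene Fbp1 (from 0.112 to 227.5 CPM), the ribonuclease gene Rnase2a (48.9-fold), the retinol carrier gene Rbp4 (46.4-fold), the transcriptional repressor gene Hic1 (117-fold), Rufy4 (72.5-fold) and the tubulin gene Tuba8 (39.3-fold). Of 8 measured complement genes, 5 were lower (the C1q genes, Cfb and the C5a receptor gene C5ar1) and none was higher, with a median log2 ratio of -2.02. C1qa and C1qc, which encode chains of the recognition molecule C1q, fell to ratios of 0.0277 and 0.0219. Of 12 measured MHC class II genes, 10 were lower and none was higher, with a median log2 ratio of -1.59. The class II chain genes H2-Aa, H2-Ab1 and H2-Eb1 fell to ratios of 0.142, 0.136 and 0.106, the invariant chain gene Cd74 to 0.285 and Ciita, the master regulator of class II transcription, to 0.164. The lysosomal protease gene Ctss and the thiol reductase gene Ifi30 had log2 ratios of -0.43 and 0.04. Among the 10 with the lowest by the same rule were also the lysozyme gene Lyz1 (ratio 0.0465), the mucin-like gene Mucl1 (0.0491), the interferon-induced gene Ifitm1 (0.0555), the junction protein gene F11r (0.0484), the pattern recognition gene Ptx3 (0.0712), the matrix protein gene Thbs1 (0.0840) and the acute-phase gene Saa3 (0.0747). In cells without a Ccr7 UMI, 9 of 12 MHC class II genes were lower in IL-4 than in control, and in cells with one 10 of 12. At day 5, where IL-4 and control shared a pool, none of the 12 MHC class II genes passed the 2-fold size, and their median log2 ratio was -0.50. Without the minimum of 10 CPM, 3 complement genes were higher in IL-4.

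**Figure D2:**
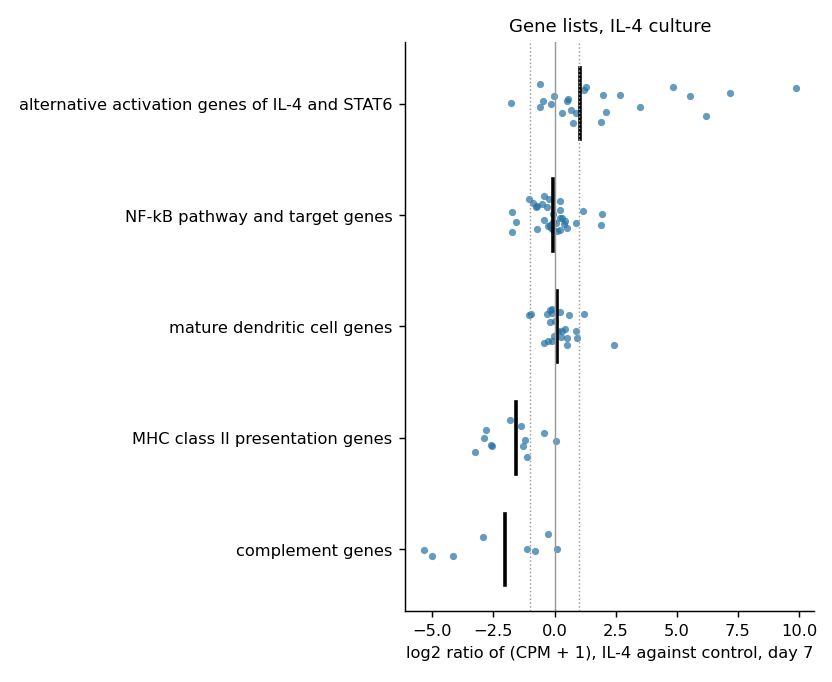
Log2 ratio of CPM between the IL-4 and control libraries of day 7 (axis) for each measured member of 5 gene lists, 1 point per gene. The medians are 1.03 for alternative activation, -0.08 for NF-kB, 0.09 for mature dendritic cell, -1.59 for MHC class II and -2.02 for complement genes.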

**Fig. 2:**
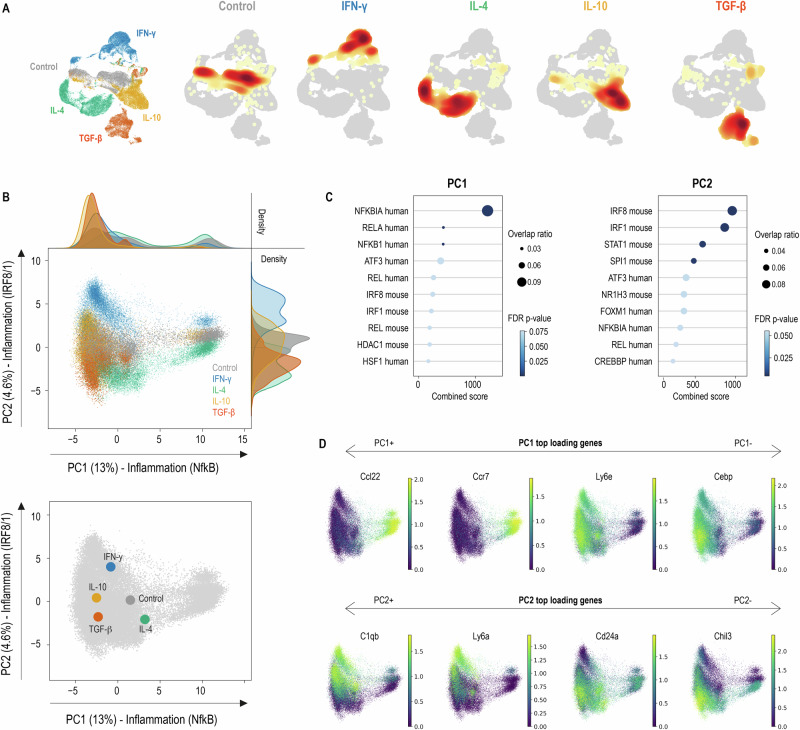
Single-cell transcriptome analysis of GM-CSF macrophages. BM precursors were differentiated with GM‑CSF and polarized with IFN‑γ, IL‑4, IL‑10 or TGF‑β before multiplexed scRNA‑seq (*n* = 49,441 cells: Control 10,051; IFN‑γ 9,024; IL‑4 10,834; IL‑10 10,690; TGF‑β 8,842). **A** UMAP of all GM-CSF macrophages, with each cell colored by cytokine treatment condition; Left panel: All cells displayed together showing overall distribution. Right panels: Individual UMAP plots split by treatment, with density projections (heatmap overlay) highlighting regions enriched for each cytokine-specific population. Treatment-specific spatial separation demonstrates distinct transcriptional states induced by each cytokine. **B** PC1 (13% of variance) captures an NF‑kB‑dominated inflammatory trajectory, with IL-4-treated cells separating in the positive direction; PC2 (4.6% of variance) captures an IRF-dominated interferon-response trajectory, with IFN-γ-treated cells clustering in the positive direction. Kernel‑density estimates illustrate the distribution of cells along each PC, stratified by treatment. Treatment centroids are shown in principal component space. **C** Dot plots showing enrichment of TF target gene sets (from TRRUST database) among genes contributing to PC1 loadings (left panel) and PC2 loadings (right panel). Dot size represents the overlap ratio; dot color represents statistical significance (FDR *p*-value; darker colors indicate higher significance). Combined scores integrate overlap and significance. **D** UMAP plots of the two highest positive and negative loading genes for PC1 and PC2. Top row: The two highest positive (*Ccl22, Ccr7*) and negative (Ly6e, Cebpb) loading genes for PC1, demonstrating the NF-kB inflammatory axis. Bottom row: The two highest positive (C1qb, Ly6a) and negative (Cd24a, Chil3) loading genes for PC2, illustrating the interferon-response (positive) versus remodeling/trophic (negative) axis. Color scale indicates log‑normalized expression.

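On PC1, Ccl22 and Ccr7 had the highest positive loadings, 0.234 and 0.200. On PC2, C1qb and Ly6a had the highest positive loadings, 0.247 and 0.225, and Chil3 the most negative, -0.286. Ly6e, which encodes an interferon-inducible surface protein, Cebpb, a transcription factor of myeloid cells, and Cd24a, which encodes a glycosylated adhesion molecule, were not among the 2000 most variable genes and so have no loading. When the log-normalized values of each of 8845 genes were regressed on the scores instead, Ly6e and Cebpb had the second and the third most negative slope on PC1, -0.16 and -0.15, and Cd24a had the fourth most negative slope on PC2, -0.098. Ly6e lies on chromosome 15 of GRCm39 from 74826860 to 74847454, in the same gene cluster as Ly6a (74863840 to 74869880). It reached 2995 CPM in IFN-γ and 2914 CPM in TGF-β, against 1012 CPM in control and 376 CPM in IL-4. Cebpb, on chromosome 2 from 167530835 to 167532338, reached 3785 CPM in TGF-β, against 1152 CPM in control, 1230.0 CPM in IFN-γ and 1249 CPM in IL-4. Ccl22 lies on chromosome 8 from 95471226 to 95478327, close to Ccl17 (95534358 to 95538664), and Ccr7 on chromosome 11 from 99035022 to 99045911. C1qa, C1qc and C1qb lie side by side on chromosome 4, C1qb from 136606009 to 136613511. Cd24a lies on chromosome 10 from 43454280 to 43460264.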

In contrast, IFN-γ-treated cells loaded strongly along the positive axis of PC2, maintaining high MHC-II expression (Fig. 2B) while acquiring a complement/interferon gene module (*C1qb, C1qc, Gbp2, Irf1*, Supplementary Fig. 1); transcription factor enrichment analysis highlighted IRF8, IRF1, and STAT1, confirming an interferon-responsive signature (Fig. 2C). 

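In the IFN-γ library, most interferon response, complement and MHC class I genes rose, and most MHC class II genes stayed within 2-fold of control. Its cells lay 1.37 SD above control on PC2, and 97.2% of them had a positive PC2 score, against 57.0% of control cells. Of 40 measured interferon response genes, 37 were higher than in control and none was lower, with a median log2 ratio of 3.03. The median of all genes was -0.19 in this comparison and moved by 0.19 when edgeR's TMM factors were used, so each of these log2 ratios lies that much further above the typical gene. Gbp2, which encodes an interferon-induced GTPase, rose 8.49-fold, and the transcription factor gene Irf1 rose 9.18-fold, whereas Irf8 had a ratio of 1.93. The T cell-attracting chemokine gene Cxcl9 rose 137-fold (95% interval 93.8 to 208) to 51.8 CPM, and Iigp1, an interferon-induced GTPase, 837-fold (619 to 1161). Of the genes that changed the same way at day 5, others with the highest log2 ratios were Nos2 (101-fold) and Ptgs2 (134-fold), which encode the inducible nitric oxide synthase and cyclooxygenase-2, the Fc receptor gene Fcgr4 (66.3-fold), Serpina3f (1374-fold), Dnase1l3 (319-fold), Il12rb1 (75.9-fold), Cnn3 (78.0-fold) and Gbp2b (49.7-fold). Of 11 measured complement genes, 10 were higher and none was lower, with a median log2 ratio of 1.81. C1qb rose 2.89-fold, C1qc 3.69-fold and the central component gene C3 2.15-fold, while properdin, encoded by Cfp, had a log2 ratio of -0.41. Of 15 measured MHC class I genes, 14 were higher, among them B2m (3.62-fold), H2-K1 (2.65-fold) and the peptide-loading gene Tapbp (2.23-fold). Of 12 measured MHC class II genes, H2-Aa was higher (2.07-fold), H2-DMb2, a chain of the peptide exchange factor, was lower (ratio 0.438), and 10 were neither, with a median log2 ratio of 0.55. H2-Ab1 and H2-Eb1 had ratios of 1.57 and 1.63, at 8630.0 and 7693 CPM. Against the IL-4 library, 10 of 12 MHC class II genes and 10 of 11 complement genes were higher in IFN-γ. By the same rule, the lowest log2 ratios were those of the matrix gene Fn1 (ratio 0.0261), the lectin genes Cd209a (0.0411) and Cd209c (0.0568), Cldn1 (0.0679), Mucl1 (0.0364), Nrep (0.0925), the retinoic acid synthesis gene Aldh1a2 (0.103), H2-Eb2 (0.115), Ccl17 (0.127) and the calcium-binding protein gene S100a4 (0.133). Among the 100 genes with the highest loadings on PC2 were 17 of 20 interferon response genes and 5 of 6 complement genes that were among the variable genes. With CPM averaged over cells, no MHC class II gene was at least 2-fold higher, and in cells without a Ccr7 UMI 2 were.

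**Figure D3:**
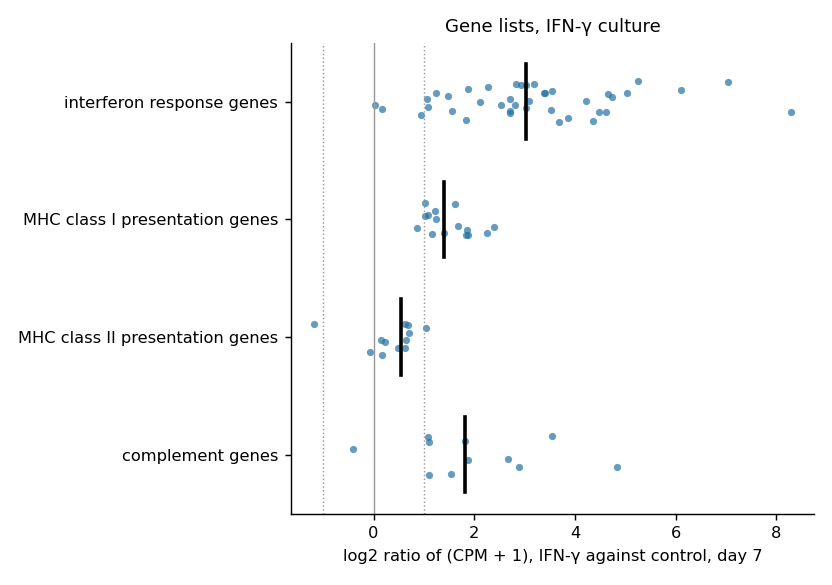
Log2 ratio of CPM between the IFN-γ and control libraries of day 7 (axis) for each measured member of 4 gene lists, 1 point per gene. The medians are 3.03 for interferon response, 1.40 for MHC class I, 0.55 for MHC class II and 1.81 for complement genes.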

TGF‑β and IL‑10 macrophages colocalized in the lower-left quadrant (negative for both PC1 and PC2), where they co-expressed reparative markers including *Chil3* and *Cd24* (Fig. 2D), forming an immunosuppressive, trophic branch distinct from either inflammatory pole. 

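In the TGF-β library, Chil3 was far above control and Cd24a was not, and part of the reparative and remodeling genes rose while others fell. Of the TGF-β cells, 93.1% had negative scores on both PC1 and PC2, against 41.2% of control cells, 53.0% of IL-4 cells and 2.74% of IFN-γ cells. Chil3 reached 6900 CPM (95% interval 6883 to 6917), 20.6 times the level in control (20.3 to 20.8), and 24845 CPM in IL-4, so that the ratio of TGF-β to IL-4 was 0.278, while the median over cells of its log-normalized expression was 3.98 in TGF-β and 3.09 in IL-4. Without the neutrophil-like cells, which made up more of the TGF-β library and carry Chil3, it reached 6612 CPM in TGF-β and 257.6 CPM in control. Cd24a was at 611.8 CPM (606.6 to 616.9) in TGF-β, 624.6 CPM (618.8 to 630.4) in control, 217.0 CPM in IFN-γ and 1087 CPM in IL-4. Of 23 measured reparative and remodeling genes, 7 rose in TGF-β, 4 fell and 12 were neither, with a median log2 ratio of -0.30. Besides Chil3, the rising ones were the carbonic anhydrase gene Car4 (42.8-fold), Spp1, which encodes the secreted matrix protein osteopontin (4.37-fold, to 2413 CPM), the IL-1 receptor antagonist gene Il1rn (3.49-fold), the tetraspanin gene Cd9 (3.09-fold), the protease gene Ctsk and Plet1, with log2 ratios of 1.38 and 1.32 for the last pair. The falling ones were the matrix gene Fn1, the metalloprotease genes Mmp9 and Mmp8 and the growth factor gene Pdgfb, with log2 ratios of -2.99, -2.09, -1.29 and -1.24. In IL-4, 6 of the 23 genes rose and 4 fell (Mmp14, Mmp8, Pdgfb and Fn1), with a median log2 ratio of 0.12, and at day 5 Chil3 and Arg1 rose and Mmp8, Mmp14, Fn1, Mrc1 and Pdgfb fell. The IL-10 library of day 7 was not analysed here. In the IL-10 library of day 5, Chil3 was at 1507 CPM and Cd24a at 556 CPM, against 1687 and 717 CPM in the control library of that day. The TGF-β and control libraries came from different pools, and with each cell given equal weight the median log2 ratio of the reparative list was 0.05.

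**Figure D4:**
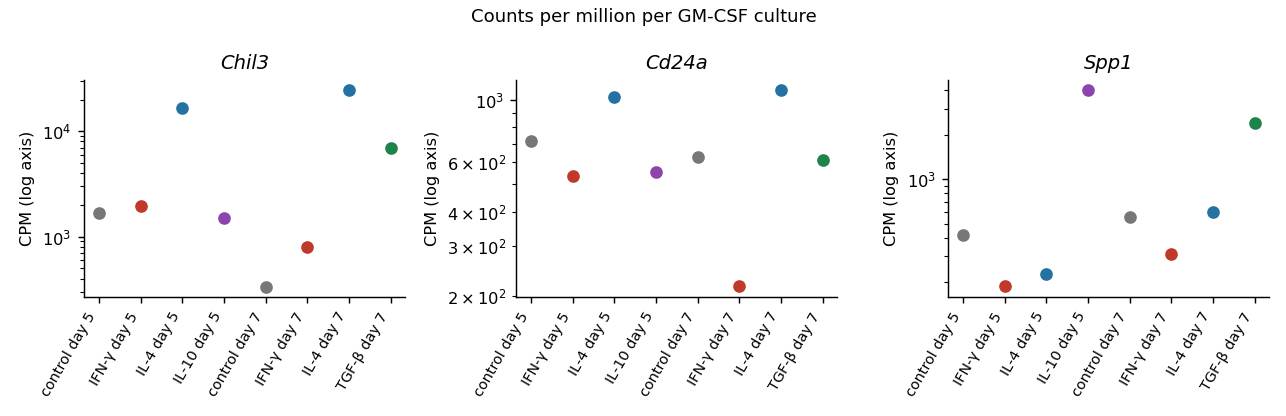
CPM on a log axis (y) of Chil3, Cd24a and Spp1 in the 8 cultures (x), with 1 library each and 95% Poisson intervals narrower than the markers. Chil3 is at 335.7 CPM in control, 6900 CPM in TGF-β and 24845 CPM in IL-4 at day 7.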

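On PC2 the TGF-β library differed from control by -0.85 SD and the IL-4 library by -0.67 SD, and 93.7% of TGF-β cells had a negative PC2 score. Part of the genes that TGF-β induces through SMAD transcription factors rose with it, and many NF-kB and most mature dendritic cell genes fell. Of 18 measured TGF-β and SMAD response genes, 8 were higher in the TGF-β library than in control and 1, Thbs1, was lower (ratio 0.285), with a median log2 ratio of 0.75. Id3, an inhibitor of helix-loop-helix transcription factors on chromosome 4 from 135870808 to 135873066, rose 162-fold (95% interval 144 to 183). Pmepa1, which encodes a SMAD-binding membrane protein, rose 27.8-fold, and the related inhibitor gene Id1, the inhibitory SMAD gene Smad7 and the receptor gene Tgfbr1 had log2 ratios of 3.94, 1.70 and 1.42. The matrix protein gene Tgfbi rose 2.73-fold and the SMAD corepressor gene Ski 2.24-fold. Within pool 3, 11 of 19 genes of this list were higher in TGF-β than in IL-4. The IL-4 library is not a neutral reference for this list. Against control, Tgfbi (ratio 0.183), Thbs1 (0.0840) and Id2 (0.492) were among its lower genes there, while Pmepa1 and Cdkn2b were higher. Thbs1, lower in TGF-β than in control, was still higher than in IL-4, at 276 against 81.3 CPM. Other genes with the highest log2 ratios were the apoptosis-related gene Perp (41.8-fold), the kinase gene Dmpk (37.3-fold), the neuropeptide gene Gal (30.8-fold), Kazald1 (22.5-fold), the adenylate cyclase gene Adcy3 (21.4-fold) and Slfn4 (18.5-fold). Of 32 measured NF-kB genes, 17 were lower and none was higher, with a median log2 ratio of -1.09. Nfkbia, which encodes the inhibitor IκBα, fell to a ratio of 0.454, and the chemokine gene Ccl5 to 0.0749. Of 24 mature dendritic cell genes, 21 were lower, with a median log2 ratio of -2.42, among them Fscn1 (ratio 0.0369), Ccl17 (0.187) and Marcksl1 (0.344). Among the lowest ratios were those of Cd209a (0.00632), the lectin receptor gene Asgr2 (0.00891), Aldh1a2 (0.00999), H2-Eb2 (0.0110), Mucl1 (0.0140), the nuclear receptor gene Nr4a3 (0.0293) and the membrane protein genes Tmem176a (0.0281) and Tmem176b (0.0334). Among cells without a Ccr7 UMI, 9 NF-kB genes and 10 mature dendritic cell genes were lower. With every gene scaled to unit variance PC2 was another axis, led at its negative end by Ccr7, and the TGF-β difference on it was 0.78 SD, away from Ccr7, and without the minimum of 10 CPM 3 TGF-β and SMAD response genes were lower.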

TGF-β-treated cells clustered more distinctly toward the negative PC2 pole, while IL-10-treated macrophages occupied an intermediate position along PC2, between the IFN-γ (positive) and TGF-β (negative) extremes.

To validate these single-cell expression patterns, we examined key marker genes across treatment conditions using violin plots (Supplementary Fig. 2). The top PC1 loading genes—*Ccl22* and *Ccr7* were highly expressed in IL-4-treated cells. Similarly, the top PC2 loading genes— *Ly6a* and *C1qb* clearly distinguished IFN-γ-treated cells from IL-4-treated cells. These single-cell expression signatures were independently confirmed by our bulk RNA-seq data (Supplementary Fig. 2).

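In CPM of the whole library, Ccl22 was highest in IL-4, and both Ccl22 and Ccr7 were far lower in TGF-β. Ccr7 was somewhat lower in IL-4 than in control in CPM, within the 2-fold size. Ccl22, a ligand of the receptor CCR4 on T cells, was at 2403 CPM (95% interval 2394 to 2412) in IL-4, 1319 CPM (1310 to 1327) in control, 420.8 CPM in IFN-γ and 60.9 CPM in TGF-β, a ratio of 1.82 (1.81 to 1.84) for IL-4 against control. Ccr7, the receptor that guides dendritic cells to lymph nodes, was at 715.0 CPM (710.2 to 719.8) in IL-4, 805.5 CPM (798.9 to 812.1) in control, 233.6 CPM in IFN-γ and 31.9 CPM in TGF-β, a ratio of 0.888 (0.878 to 0.897). At day 5, Ccl22 was at 2598 CPM in IL-4 and 773.9 CPM in control, and Ccr7 at 605.5 and 351.6 CPM, with Ccl22 3.36-fold higher in IL-4. After each cell was thinned to 2000 UMIs, 49.7% of IL-4 cells (48.7 to 50.7) and 32.5% of control cells (31.6 to 33.5) had a Ccl22 UMI, against 15.4% of IFN-γ and 3.27% of TGF-β cells. Thinning left out 522 control, 307 IFN-γ, 327 IL-4 and 716 TGF-β cells as too shallow, and without it the shares were 42.9%, 30.0%, 70.0% and 6.86%. Thinned shares for Ccr7 were 29.8% in control and 38.0% in IL-4 cells (36.9% and 49.8% unthinned), the reverse of the order in CPM. Mean log-normalized expression of Ccr7 was also higher in IL-4 (1.26) than in control (1.05). Its 95th percentile was lower in IL-4, 3.85 against 4.07, so the order depends on the measure. In the neutrophil-like and basophil- or mast cell-like cells, which should lack both transcripts, 18.3% of IL-4 and 7.14% of control cells had a Ccl22 UMI and 8.31% and 3.57% a Ccr7 UMI, at median depths of 4743 and 4298 UMIs, against 8374 and 5873 UMIs for all cells. Above the PC1 minimum, 98.9% of IL-4 and 97.7% of control cells had a Ccl22 UMI. Below it, the shares were 19.7% and 8.67% for Ccl22 and 5.63% and 5.20% for Ccr7, and those of the IL-4 cells are close to or under the background in the reference cells. Most Ccl22 UMIs lay in cells with a Ccr7 UMI, 88.7% in IL-4 and 95.5% in control, where Ccl22 was at 4252 and 3334 CPM. In the cells without a Ccr7 UMI it was at 543 CPM in IL-4 and 94.7 CPM in control. Ccl17, a related ligand of CCR4, was at 15706 CPM in IL-4 cells with and 16831 CPM in those without a Ccr7 UMI, against 8523 and 6294 CPM in control.

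**Figure D5:**
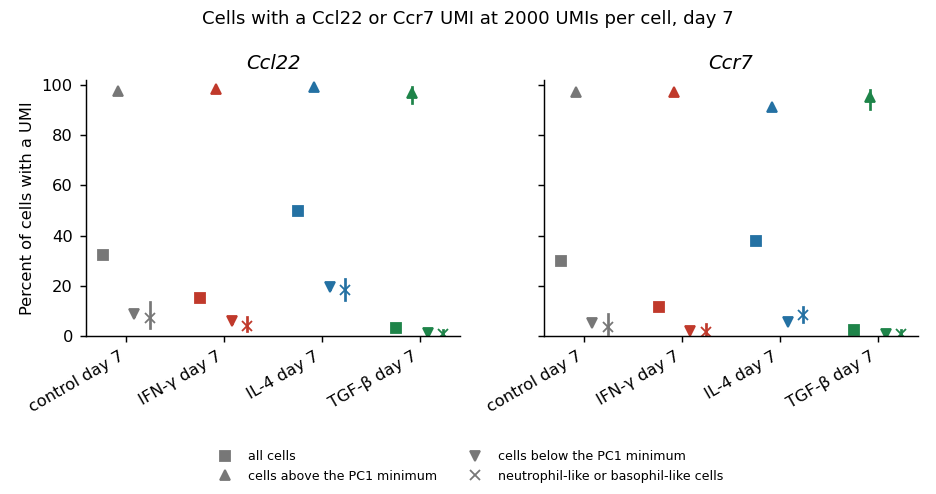
Share of cells with a Ccl22 or Ccr7 UMI (y axis, percent) after thinning to 2000 UMIs, in the 4 day 7 libraries (x axis), for all cells, cells above and below the PC1 minimum and neutrophil-like or basophil- or mast cell-like cells. Bars on the points are 95% Clopper-Pearson intervals, and the Ccl22 share of all cells is 49.7% in IL-4 and 32.5% in control.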

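Both Ly6a and C1qb were far higher in the IFN-γ library than in the IL-4 library at both time points. Ly6a was at 3240.0 CPM (95% interval 3230 to 3250) in IFN-γ and 5.15 CPM (4.75 to 5.57) in IL-4 at day 7, a ratio of 629.7 (582 to 683). Control and TGF-β cells lay between, at 23.6 and 273.8 CPM. C1qb, which encodes a chain of the complement recognition molecule C1q (ENSMUSG00000036905), was at 3790.0 CPM (3780 to 3800) in IFN-γ and 72.2 CPM (70.7 to 73.7) in IL-4, a ratio of 52.5 (51.4 to 53.6), and at 1313 CPM in control and 377.7 CPM in TGF-β. Its partner gene C1qc was 168-fold higher in IFN-γ than in IL-4, Gbp2 15.1-fold, Irf1 14.6-fold and H2-Aa 14.6-fold. At day 5 the ratio of IFN-γ to IL-4 was 573 for Ly6a and 67.7 for C1qb. The day 5 libraries shared a pool, and those of day 7 did not. In the IL-10 library of day 5, Ly6a was 7.62-fold and C1qb 2.05-fold above control.

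**Figure D6:**
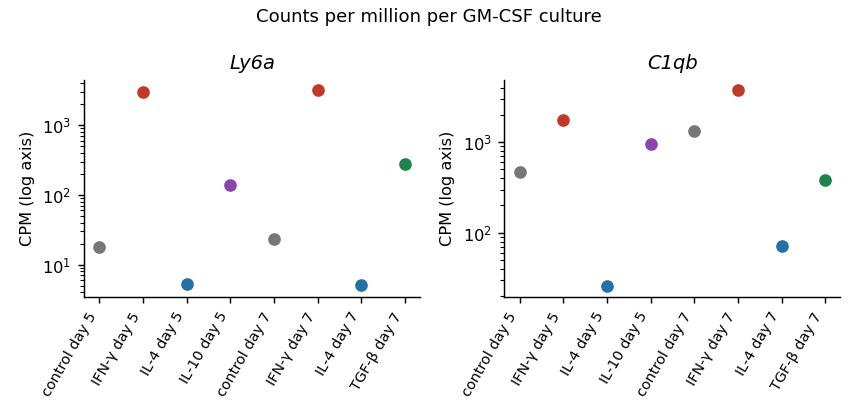
CPM on a log axis (y) of Ly6a and C1qb in the 8 cultures (x), with 1 library each and 95% Poisson intervals. At day 7 Ly6a is at 3240.0 CPM in IFN-γ and 5.15 CPM in IL-4, and C1qb at 3790.0 and 72.2 CPM.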

Thus, within the GM-CSF macrophage lineage, IL‑4 and IFN‑γ drive orthogonal inflammatory trajectories, whereas TGF‑β consolidates a shared remodeling program. 

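Of the genes that moved most in IL-4, some also moved in IFN-γ, in the same or in the opposite direction. Of the 10 genes with the highest log2 ratio in IL-4 against control, among those that changed the same way at day 5, 4 were also higher in IFN-γ (Chil3, Ccl24, Hic1 and Rufy4), 2 were lower (Retnla and Rbp4) and 4 were neither. Of the 10 with the lowest by this rule, 4 were higher in IFN-γ (the C1q genes C1qa, C1qb and C1qc, and Saa3), 3 were lower (Mucl1, Ifitm1 and Ptx3) and 3 were neither. Of the 10 highest genes of IFN-γ by this rule, Serpina3f, Nos2, Fcgr4 and Cnn3 were also higher in IL-4, and Ly6a and Gbp2b were lower. Of its 10 lowest, Aldh1a2 and Ccl17 were higher in IL-4, and Fn1, Mucl1, Cd209a, Cd209c and H2-Eb2 were lower. Of all 4894 genes with at least 50 CPM in the IL-4 or control library, 185 were higher and 313 lower in IFN-γ, and of 4747 such genes of IFN-γ or control, 120 were higher and 300 lower in IL-4. Both comparisons share the control library, and in a pair of simulated unchanged libraries, which carry counting error only, 0 of 4443 genes passed the 2-fold size the same way in both. Counting error is small beside 2-fold at this depth, so this outcome was all but fixed and leaves out variation of the control culture. Some genes were nearly absent from control, such as Ccl24 (0.885 CPM), Rufy4 (0.745), Hic1 (0.618) and Serpina3f (0.0843). For them a rise can be a few CPM. The direction from the control centroid to the IL-4 centroid made an angle of 177.7° with the direction to the IFN-γ centroid in the plane of PC1 and PC2, and of 96.6° over the first 30 components. For TGF-β, the angle was 98.5° with IFN-γ and 79.1° with IL-4 in the plane, and 81.2° and 75.9° over 30 components. At day 5, projected on the same components, the angle between IFN-γ and IL-4 was 135.1° in the plane and 92.5° over 30 components. Chil3 rose in both TGF-β and IL-4, while the C1q genes fell in both, and Spp1 was 4.02-fold higher in TGF-β than in IL-4. The paper draws on positions along PC1 and PC2, loading genes, transcription factor enrichment, violin plots and bulk RNA-seq (Fig. 2 and Supplementary Fig. 2). From these it concludes that IL-4 and IFN-γ lead GM-CSF macrophages along orthogonal inflammatory paths, and TGF-β to a shared remodeling program.

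**Figure D7:**
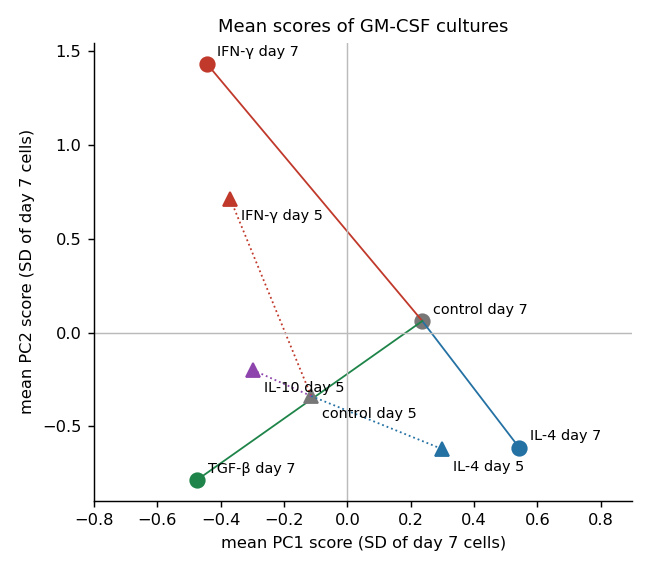
Mean PC1 (x axis) and PC2 (y axis) score of each library, in SD of the day 7 cells, with day 7 libraries as circles and day 5 libraries projected on the same axes as triangles. At day 7, IL-4 and IFN-γ lie on opposite sides of control, at an angle of 177.7°.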

To test whether these transcriptional differences translate into functional outcomes, we next examined protein expression and cellular behaviors.

### Ontogeny-cytokine interactions control the expression of key immunosuppressive markers

To connect transcriptional states (Fig. 3A) with functional phenotypes, we examined protein expression of ARG1 and SPP1, hallmark markers of immunosuppressive TAMs^19,20^. We tracked fluorescence over 100 h using live cell microscopy (Incucyte) of M- and GM-CSF macrophages from Arg1‑YFP and Spp1‑IRES‑tdTomato reporter mice (Fig. 3B, time-course representative of three independent experiments). IL-4-treatment selectively induced ARG1 fluorescence in M-CSF macrophages, which adopted elongated, high-eccentricity morphologies (Fig. 3B, C). In contrast, IL-10—and, to a lesser extent, TGF-β— induced SPP1 selectively in GM-CSF macrophages. This aligns with prior work showing that GM-CSF–driven macrophage differentiation promotes SPP1 linked to aggressive tumor behavior in lung adenocarcinoma^21^. These cells maintained a compact, low‑area morphology (Fig. 3C, D). Control and IFN-γ-stimulated macrophages kept the expression of both ARG1 and SPP1 at low levels.

**Fig. 3:**
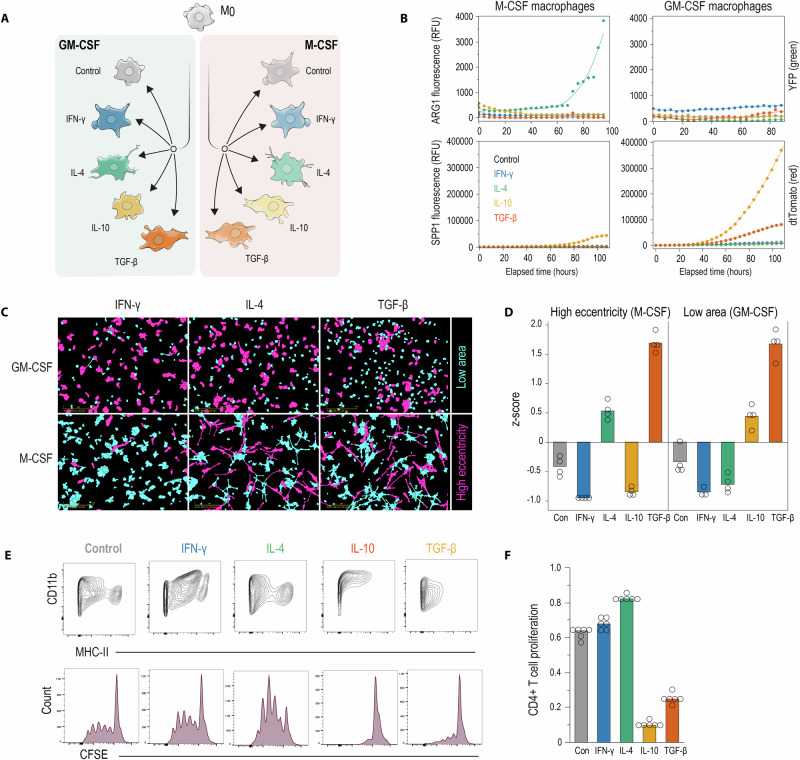
Functional and phenotypic validation of the cytokine-ontogeny polarity switch. **A** Experimental workflow used to generate reference macrophage states. BM precursors were differentiated with GM-CSF or M-CSF and skewed with IFN-γ, IL-4, IL-10, or TGF-β, yielding eight cytokine × ontogeny macrophage states. Macrophages were harvested on day 7 for live-cell imaging, morphological analysis, and T-cell co-culture assays. Color code: Control (gray), IFN-γ (blue), IL-4 (green), IL-10 (yellow), TGF-β (orange-red). **B** Time-lapse live microscopy of Arg1-YFP (green) and Spp1‑IRES‑tdTomato (red) reporter macrophages. Curves plot mean fluorescence over 100 h for each cytokine in M-CSF and GM-CSF cultures (representative of three independent experiments; six imaging fields per well per condition were analyzed). Timepoint 0 represents the time of cytokine stimulation (day 3 of culture). IL-4 induces a progressive ARG1 signal only in M-CSF macrophages; IL-10 (and weakly TGF-β) induces SPP1 almost exclusively in GM-CSF macrophages; unpolarized and IFN-γ macrophages maintain low expression of both reporters throughout. **C** Representative fluorescence micrographs showing label-free cell classification based on automated quantification of cell area (primary metric for GM-CSF macrophages) and eccentricity (primary metric for M-CSF macrophages). Images were acquired using live-cell imaging (Incucyte) and analyzed using the Advanced Label-Free Classification Module. Pseudo-color overlay indicates morphometric values: cyan = low (round cells with low area/eccentricity), magenta = high (elongated or large cells with high area/eccentricity). Representative images shown for each cytokine treatment in both M-CSF and GM-CSF cultures. Scale bar = 200 µm. **D** *Z*-scored classification data from four independent biological replicates (open circles). Eccentricity (primary morphological discriminant for M-CSF macrophages) and cell area (primary morphological discriminant for GM-CSF macrophages). *Z*-scores were calculated across all conditions to enable direct comparison. **E** Flow-cytometric contour plots for CD11b and MHC-II expression in GM-CSF macrophages across all treatment conditions and CFSE dilution histograms of OT-II specific CD4+ T cells co-cultured with peptide-pulsed GM-CSF macrophages. **F** Bar graphs of the cumulative data showing the fraction of OT-II CD4+ T cells that underwent proliferation. Data represent mean ± SEM from *n* = 6 independent cultures, one-way ANOVA Tukey‒Kramer posttest corrected for multiple comparisons (Control vs IL‑10 *p* < 0.0001; control vs TGF‑β *p* < 0.0001; IFN‑γ vs IL‑10 *p* < 0.0001; IFN‑γ vs TGF‑β *p* < 0.0001; IL‑4 vs IL‑10 *p* < 0.0001; IL‑4 vs TGF‑β *p* < 0.0001. All other comparisons, including control vs IFN‑γ, control vs IL‑4, IFN‑γ vs IL‑4, and IL‑10 vs TGF‑β were not significant (*p* > 0.05; ns).

Quantitative morphological analysis revealed ontogeny-specific signatures. GM-CSF macrophages displayed a spectrum of predominantly round cells with variable cell areas. The SPP1 + IL‑10– and TGF‑β–polarized GM‑CSF macrophages exhibited low area morphology, while the other states were represented by larger cells. M-CSF macrophages were discriminated by morphological eccentricity. IL‑4– and TGF‑β–polarized cells acquired highly elongated shapes, while unpolarized and IFN-γ-treated cells remained more rounded (Fig. 3C, D).

To assess functional consequences, we examined antigen presentation capacity. M‑CSF macrophages uniformly lacked surface MHC‑II and failed to stimulate OT‑II CD4 T cell proliferation^18^. In contrast, GM-CSF macrophages produced divergent cytokine-dependent outcomes (Fig. 3E, F): IFN-γ and IL-4 preserved high MHC-II levels and elicited OT-II-specific T-cell division, whereas IL-10 or TGF-β polarized macrophages downregulated MHC-II and lost T-cell activation function.

Together, these data support our transcriptional findings at the protein and functional levels, establishing a CSF-cytokine signaling gate that generates distinct immunosuppressive macrophage states with protumor potential: ARG1-high, IL-4-driven states arise exclusively in the M-CSF lineage and are characterized by elongated morphology and absent antigen presentation, whereas SPP1-high, IL-10/TGF-β-driven states arise in the GM-CSF lineage and display compact morphology with selective loss of T-cell stimulatory capacity.

### Macrophage phenotype determines cancer cell fate in 3D co-cultures

To determine how M-CSF macrophage states influence cancer cells, we conducted time-resolved, multiplexed scRNA-seq of mixed 3D spheroids containing M-CSF macrophages and MC38 colon carcinoma cancer cells (Fig. 4A). This system allows us to track how macrophage-cancer cell interactions evolve while maintaining controlled conditions. We selected M-CSF macrophages for this analysis because their homogeneous starting population enables cleaner resolution of tumor-induced transcriptional changes, and because our prior single-cell work with mixed spheroids showed that tumor-cell transcriptional patterns closely mirror macrophage functional phenotypes (tumoricidal vs. non-tumoricidal)^7,22^. While parallel scRNA-seq of GM-CSF spheroids would provide additional resolution, our functional data (Figs. 5–7) directly demonstrate that ontogeny-dependent outcomes are robust and reproducible across both lineages. Importantly, macrophages were washed to remove cytokines before spheroid seeding; no polarizing cytokines were added thereafter, ensuring that observed effects resulted from stable macrophage programming rather than ongoing cytokine signaling. Confocal imaging confirmed that red-fluorescent macrophages from tdTomato⁺ mice integrate homogeneously within GFP-labeled tumor cells, forming compact and uniformly shaped spheroids (Fig. 4B).

**Fig. 4:**
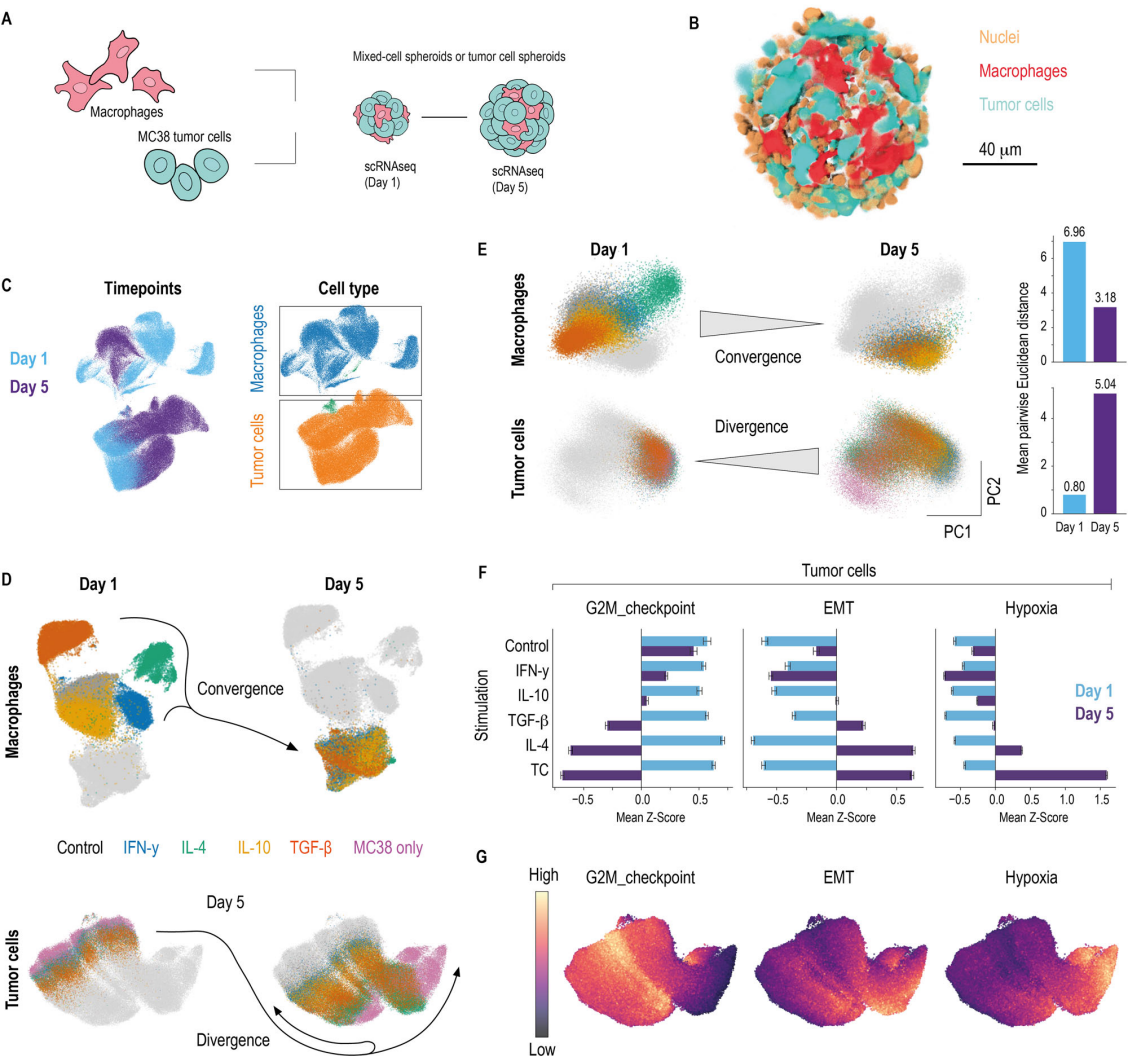
Time‑resolved single‑cell mapping of mixed MC38–M-CSF macrophage spheroids. **A** BM precursors were differentiated with M-CSF and skewed with IFN-γ, IL-4, IL-10, or TGF-β. On day 7, polarized macrophages were washed to remove cytokines and mixed 1:1 with GFP-labeled MC38 colorectal carcinoma cells in ultra-low-attachment microwell plates to form spheroids. Approximately 9000 spheroids per condition containing MC38 alone (tumor‑only) or MC38 plus M‑CSF macrophages (mixed) were harvested on days 1 (post-seeding) and 5 for pooled scRNA‑seq. Sample sizes**:** total analyzed = 178,939 (Control day 1 13,145, control day 5 11,705; IFN-γ day 1 11,012, IFN-γ day 5 17,003; IL-4 day 1 11,700, IL-4 day 5 18,860; IL-10 day 1 14,978, IL-10 day 5 18,611; TGF-β day 1 17,026, TGF-β day 5 18,472, TC day 1 10,414, TC day 5 16,013). **B** 3D rendering from a z-stack of confocal micrographs acquired from a representative day-5 mixed spheroid. GFP‑expressing MC38 tumor cells are shown in cyan; tdTomato+ IL‑4-polarized M‑CSF macrophages are shown in red; all cell nuclei (DAPI staining) are shown in yellow. The image demonstrates uniform integration of macrophages throughout the spheroid. Scale bar = 40 µm. **C** After demultiplexing and normalization, cells were plotted as UMAP, color‑coded by sampling time and cell type: macrophages (blue) and tumor cells (orange). **D** UMAPs were recalculated for macrophages and tumor cells, showing cells from day 1 and day 5. Macrophage dynamics: On day 1, macrophages occupy cytokine-specific clusters reflecting their polarization states. By day 5, the clusters converge toward a “tumor-educated” transcriptional state. Tumor cell dynamics: On day 1, tumor cells show no transcriptional variation regardless of macrophage co-culture condition. By day 5, tumor cell transcriptional states diverge in a macrophage-polarization-dependent manner. **E** To quantify transcriptional heterogeneity, we performed PCA separately for macrophages and tumor cells. For each condition, we computed the mean pairwise Euclidean distance in the PC1-PC2 space as a measure of transcriptional dispersion. Macrophages (top panels): Centroid dispersion decreases from 6.96 on day 1 to 3.18 on day 5, confirming transcriptional convergence. Tumor cells (bottom panels): Centroid dispersion increases from 0.80 on day 1 to 5.04 on day 5. Bar graph (right) shows quantification with numerical dispersion values. **F** Bar plots show mean *Z*-scores ±95% confidence intervals for gene set enrichment of selected modules (G2M Checkpoint, EMT, Hypoxia) in mixed-cell spheroid cells across different stimulation conditions (Control, IFN-γ, IL-10, TGF-β, IL-4) and MC38 spheroids (TCs). Gene set scores were calculated using AUCell for each individual cell, then aggregated by condition and timepoint. *Z*-scores were calculated within each gene set across all conditions and time points, with values representing pathway activity relative to the global mean (*Z*-score = 0). Bars are stratified by timepoint. **G** Feature UMAPs display per‑cell gene‑set scores for the same three modules (color intensity indicates module score). This spatial organization highlights the shift from uniform proliferation on day 1 to EMT in tumor cells co‑cultured with anti‑inflammatory macrophages by day 5.

**Fig. 5:**
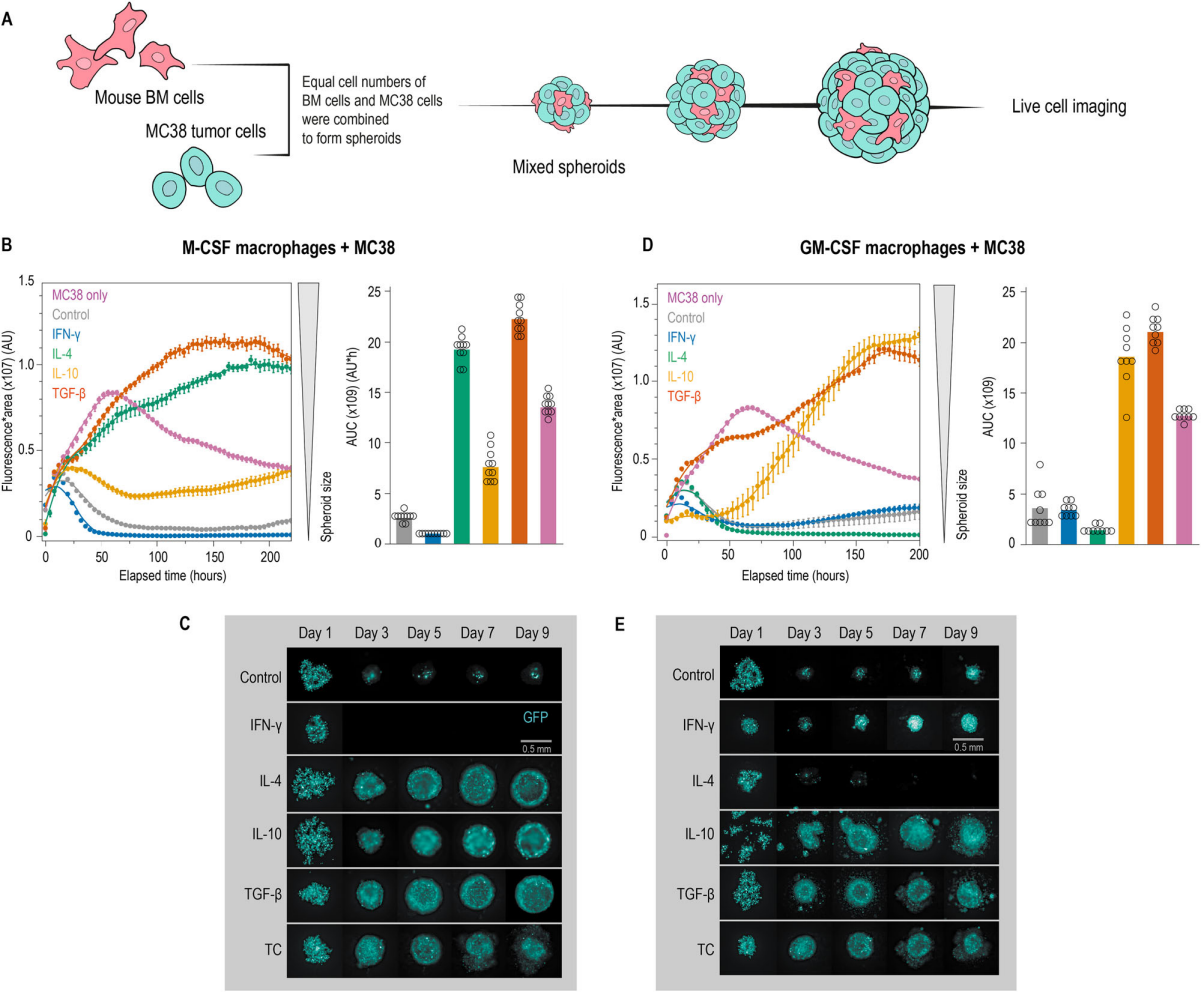
Macrophage ontogeny and polarization dictate 3D tumor-spheroid growth. **A** GFP‑MC38 cells were cultured alone or mixed 1:1 with cytokine‑polarized M‑CSF or GM‑CSF macrophages in ultra‑low‑attachment plates and imaged for 10 days. Macrophages were pre-polarized for 7 days as described in Fig. 1, then washed and mixed with tumor cells. Spheroids formed within 24 h and were imaged every 2–4 h for 10 days using an Incucyte S3 live-cell analysis system. GFP fluorescence intensity integrated across the entire spheroid area was used as a real-time readout of spheroid size. For each treatment condition 9–10 spheroids were analyzed. **B** M-CSF macrophages**:** Integrated GFP fluorescence intensities across the spheroid area over time (mean ± SE of 8–10 spheroids analyzed within one representative experiment) and area under the curve (AUC), reflecting cumulative spheroid growth over the 10-day period. Individual data points (open circles) show replicate values. one-way ANOVA Dunnett posttest corrected for multiple comparisons (Control vs IFN‑γ *p* = 0.0110, control vs all other cytokines *p* < 0.0001. **C** Representative fluorescence micrographs for each condition from the time course in **B**. Each image shows a single spheroid. Scale bar = 0.5 mm. **D** GM-CSF macrophages: Time-course analysis and AUC quantification identical to **B**. Data are the mean ± SE of 9 biologically independent spheroids from one independent experiment. Individual data points represent individual spheroids (Control vs IFN-γ *p* = 0.9993 (ns), control vs IL-4 *p* = 0.0269, control vs all other cytokines *p* < 0.0001). **E** GM-CSF macrophages: Representative fluorescence micrographs for each condition from the time-course experiment in **D**. Each row shows a representative spheroid over time. Scale bar = 0.5 mm.

**Fig. 6:**
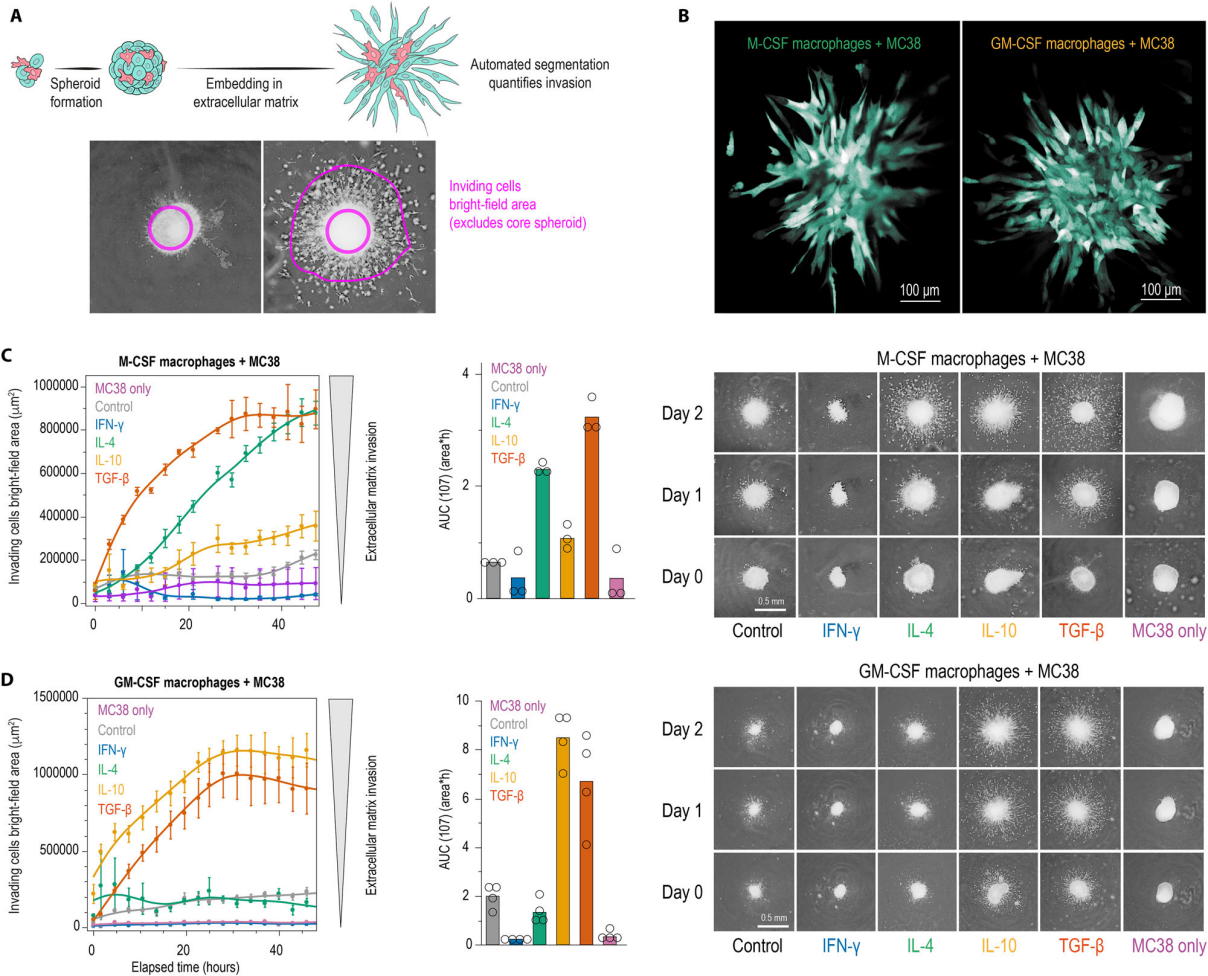
Macrophage ontogeny and polarization dictate 3D tumor cell invasion. **A** GFP‑MC38 cells were cultured alone or mixed 1:1 with cytokine‑polarized M‑CSF or GM‑CSF macrophages in 96-well ultra‑low‑attachment or 24-well microwell plates. Three days post formation, spheroids were embedded in a laminin-rich matrix (*t* = 0 h) and invasion was visualized by Incucyte live-cell imaging or confocal microscopy. **B** Confocal micrographs acquired 24 h after embedding show dense, finger‑like projections invading into the matrix in spheroids containing protumoral macrophages (IL-4 polarized M-CSF macrophages (green), IL-10 polarized GM-CSF macrophages (yellow)). Scale bar = 100 µm. **C** M-CSF macrophages: Quantitative spheroid invasion assay. Cell invasion was measured with an Incucyte live cell imaging system every 4 h. The invading cell front was automatically segmented and quantified over time. Data are the mean ± SE of 3 biologically independent spheroids analyzed within one representative experiment. AUC quantification was analyzed by one-way ANOVA Dunnett posttest corrected for multiple comparisons (Control vs IFN-γ *p* = 0.6900 (ns), control vs IL-4 *p* < 0.0001, control vs IL-10 *p* = 0.3239 (ns), control vs TGF-β *p* < 0.0001, control vs TC *p* = 0.6665 (ns)). Representative inverted bright field images for each condition are shown. Scale bar = 0.5 mm. **D** GM-CSF macrophages: Analysis identical to **C** (*n* = 4 replicates per condition) (Control vs IFN-γ *p* = 0.0714 (ns), control vs IL-4 *p* = 0.7959 (ns), control vs IL-10 *p* < 0.0001, control vs TGF-β *p* < 0.0001, control vs TC *p* = 0.0954 (ns)). Scale bar = 0.5 mm.

**Fig. 7:**
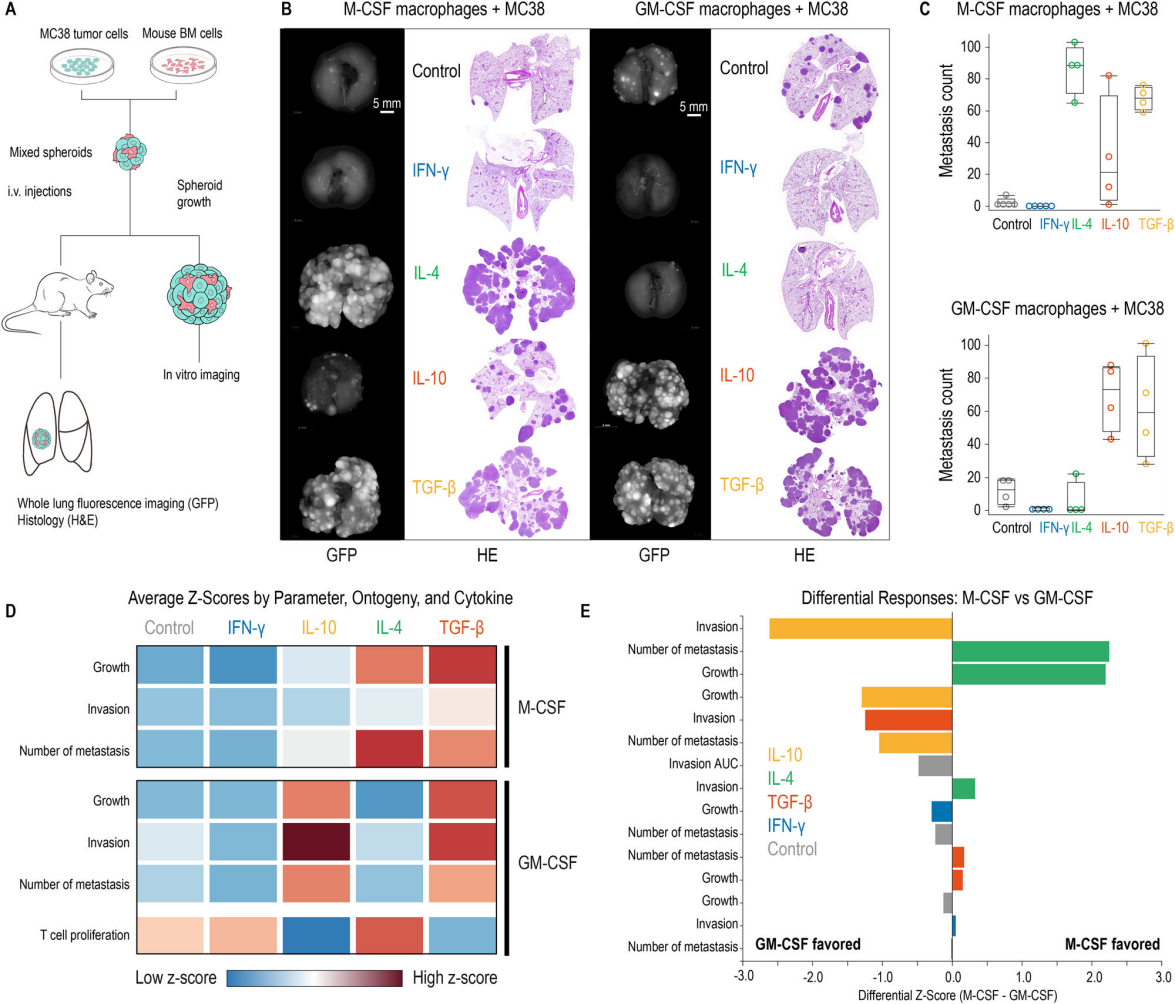
Macrophage ontogeny and polarization dictate metastatic seeding in vivo. **A** Approximately 750 spheroids per condition were collected from microwell plates on day 4 post-formation and injected intravenously (i.v.) into C57BL/6 mice. Lungs were collected three weeks after injection (*n* = 4 mice per condition). **B** Metastases were visualized by histology (H&E) staining and whole lung fluorescence imaging. Scale bar = 5 mm. **C** Box plot showing metastatic nodule counts per representative lung section. Three blinded investigators independently counted metastases. Each dot represents the metastases count (number of nodules) of a representative lung section from one mouse (*n* = 4 mice per condition). ANOVA with Tukey‒Kramer posttest corrected for multiple comparisons: M-CSF macrophages**:** (IL‑10 vs IL‑4 *p* = 0.0020; IL‑10 vs TGF‑β *p* = 0.0492; control vs IL‑4 *p* < 0.0001; control vs TGF‑β *p* = 0.0002; IFN‑γ vs IL‑4 *p* < 0.0001; IFN‑γ vs TGF‑β *p* = 0.0001. All other comparisons were not significant (*p* > 0.05; ns). GM-CSF macrophages**:** Control vs IL‑10 *p* = 0.0030; control vs TGF‑β *p* = 0.0092; IFN‑γ vs IL‑10 *p* = 0.0006; IFN‑γ vs TGF‑β *p* = 0.0017; IL‑4 vs IL‑10 *p* = 0.0013; IL‑4 vs TGF‑β *p* = 0.0038. All other comparisons were not significant (*p* > 0.05; ns). **D** Integrated analysis of all functional read‑outs. For each parameter, all values across treatment groups were converted to *z*-scores: *z* = (*x* - *μ*)/*σ*, where *x* is the individual measurement, *μ* is the mean across all conditions, and σ is the standard deviation. This standardization enables direct comparison across functionally diverse assays with different scales and units, with positive *z*-scores indicating values above the parameter mean and negative *z*-scores indicating values below the mean. Heat‑map shows average *Z*‑scores for spheroid growth AUC, invasion AUC, lung metastasis count, and CD4‑T cell proliferation for each cytokine within the M‑CSF or GM‑CSF lineage. **E** Differential *Z*‑score plot (M‑CSF minus GM‑CSF *z*-scores for each functional parameter and cytokine) highlights cytokine effects that switch direction between ontogenies. Positive values (right) are M‑CSF‑favored, negative (left) GM‑CSF‑favored. IL‑4 and IL‑10 show the strongest polarity inversion, whereas TGF‑β is consistently pro‑tumor and IFN‑γ consistently anti‑tumor.

We collected spheroids on days 1 and 5 and processed approximately 9000 spheroids per condition. After demultiplexing and quality control, 178,939 cells were retained for analysis (Fig. 4C). The temporal analysis revealed a compelling asymmetry in macrophage-cancer cell interactions. On day 1, macrophages occupied distinct transcriptional spaces, reflecting their prior cytokine imprints (Fig. 4D, left panel). By day 5, macrophages converged onto a single “tumor-educated” cluster, characterized by genes associated with anti-oxidative programs, resembling NRF2-stress TAMs^22^, indicating that paracrine cues from tumor cells had overridden initial states (Fig. 4D, right panel, and Supplementary Fig. 3). Quantification by PCA confirmed this convergence: macrophage centroid dispersion decreased from 6.96 on day 1 to 3.18 on day 5 (mean pairwise Euclidean distance; Fig. 4E, showing PCA of macrophage populations with trajectory lines connecting day 1 to day 5 states)^22^.

In contrast, tumor cells showed the opposite pattern with increasing transcriptional dispersion from 0.80 on day 1 to 5.04 on day 5 (mean pairwise Euclidean distance of centroids) (Fig. 4E). To characterize these divergent tumor cell states, we scored three transcriptomic modules—proliferation (G2M_checkpoint), epithelial‑to‑mesenchymal transition (EMT), and hypoxia using GSEA (Supplementary Fig. 4)^7,22^. On day 1, nearly all tumor cells scored as proliferative regardless of macrophage polarization state. By day 5, the signatures diverged in a macrophage-polarization-dependent manner (Fig. 4F, G): Spheroids containing control or IFN‑γ-polarized macrophages maintained high proliferative scores, whereas those co-cultured with IL‑4‑ or TGF‑β macrophages shifted toward high EMT scores. In contrast, tumor cells cultured without macrophages acquired a strong hypoxia signature (Fig. 4F, G). IL-10 polarized macrophages induced intermediate states across all three modules. Notably, the apparent persistence of cell‑cycle signatures in the spheroids containing IFN‑γ-polarized macrophages indicates selective pressure rather than growth promotion: fewer tumor cells survive overall, but the remaining cells continue cycling, reconciling single‑cell transcriptional programs with population‑level outcomes^7,22^.

Together, these data demonstrate that specific macrophage polarization states preferentially steer MC38 cells toward an EMT-like, low-proliferation, pro-invasive transcriptional state. Simultaneously, in the absence of continuous cytokine stimulation the tumor microenvironment erases macrophage polarization signatures over time, illustrating rapid and bidirectional cross-talk within the 3D spheroid niche. Thus, our findings reflect the combined effects of stable ex vivo macrophage programming and emergent tumor-macrophage paracrine interactions that evolve over time in co-culture.

### The ontogeny-cytokine code determines tumor growth outcomes in 3D culture

To test whether our observed transcriptional and single-cell differences translate to functional consequences, we tracked spheroid growth for 10 days by live-cell microscopy with automated GFP fluorescence quantification (Fig. 5A). Spheroids composed of MC38 cells co-cultured with M-CSF macrophages containing control or IFN‑γ‑polarized cells rapidly lost GFP signal, reaching near-background levels within 3 days, whereby IFN-γ treatment showed the most potent tumor-killing activity (Fig. 5B, C). In contrast, spheroids with IL-4-or TGF-β-polarized macrophages showed a continuous increase in GFP fluorescence intensity, consistent with macrophage-mediated growth support. IL-10 produced an intermediate phenotype, with modest tumor growth comparable to control M-CSF macrophages. Tumor-cell-only spheroids initially gained fluorescence intensity but deteriorated after day 4, likely reflecting hypoxic stress in the absence of macrophage support (Fig. 5B, C).

Most remarkably, GM-CSF macrophage ontogeny completely reversed the IL-4 effect observed in M-CSF macrophages (Fig. 5D, E). In spheroids containing GM-CSF macrophages, IL-4 treatment now suppressed spheroid growth, while IFN–γ–polarized macrophages only partially suppressed growth, with outcomes comparable to control GM-CSF macrophages. In contrast, IL-10- or TGF-β-polarized macrophages promoted the most aggressive tumor growth. To establish the generalizability of this ontogeny-cytokine code, we tested two additional tumor cell lines. Similar outcomes were observed when we replaced MC38 cells with KP1.9 lung-cancer cells (Supplementary Fig. 5A, B). The reversal of IL-4 effects between M-CSF and GM-CSF macrophages was further validated in spheroids containing TC-1 lung carcinoma cells co-cultured with macrophages, providing evidence for a general ontogeny-dependent cytokine response polarity across different tumor cell types (Supplementary Fig. 5C, D).

Thus, our findings establish that CSF-dependent ontogeny determines whether cytokines promote or suppress tumor growth, with IL-4 showing the most fundamental reversal between lineages.

### The ontogeny-cytokine code governs cancer cell invasion in 3D matrix

To assess whether the ontogeny-cytokine code also controls tumor cell invasive behavior, we embedded spheroids in a laminin‑rich matrix and quantified radial invasion over 72 h by automated image analysis (Fig. 6A). This assay revealed ontogeny-dependent invasion characteristics that paralleled the growth effects described above. In spheroids containing M-CSF macrophages (Fig. 6C), IL-4 and TGF-β treatments produced strong pro-invasive effects with rapid radial outgrowth far exceeding that observed with IFN-γ-polarized macrophages. IL-10 induced moderate invasive effects, mirroring its weaker growth-promoting activity. The invasive structures showed classic features of EMT-driven migration with finger-like projections extending into the matrix (Fig. 6B).

Consistent with the growth phenotypes, GM-CSF-derived macrophages reversed the cytokine rank order of invasion (Fig. 6D). IL-10 and TGF-β treatment elicited the strongest invasion, whereas IL-4—pro-invasive in M-CSF spheroids— lost this effect and produced minimal invasion, comparable to control macrophages. IFN-γ treatment again restrained invasion to levels below control macrophages. Quantitative analysis confirmed the phenotypic inversion between ontogenies (Fig. 6C, D).

These observations demonstrate that macrophage-derived signals regulate MC38 cell EMT and invasive capacity in an ontogeny-dependent manner that closely follows the pattern established for growth regulation.

### In vivo metastasis validates the ontogeny-cytokine code

To validate our in vitro findings in a physiologically relevant model, we performed intravenous injection of mixed-cell spheroids into C57BL/6 mice and quantified lung metastatic burden after 3 weeks (Fig. 7A–C). Spheroids containing TGF‑β–polarized macrophages produced the most substantial metastatic burden regardless of macrophage lineage, whereas spheroids with IFN‑γ-polarized macrophages gave rise to sparse metastatic lesions. IL‑4 effects depended on lineage: M‑CSF macrophages seeded lungs densely, but GM‑CSF spheroids failed to colonize following IL-4 polarization. IL-10 treatment phenocopied TGF-β with GM-CSF-derived macrophages, yielding strong metastatic burden, but was only weakly pro-metastatic in M-CSF.

These in vivo results are congruent with our in vitro findings, reinforcing the central principle that CSF ontogeny dictates whether IL-4 and IL-10 treatments act as pro- or anti-metastatic signals. Conversely, TGF-β and IFN-γ effects remained stable across both lineages, providing internal controls for the specificity of the ontogeny-dependent switching.

To synthesize our findings across multiple functional readouts, we integrated all functional parameters into a comprehensive ontogeny-cytokine code by *z*-score analysis. This integration revealed clear patterns across growth, invasion, and metastasis. IL-4 and IL-10 as the exemplars of ontogeny-dependent function have opposing *z*-scores in M-CSF and GM-CSF contexts (Fig. 7D, E). In contrast, TGF-β treatment consistently displayed protumor profiles, while IFN-γ retained a stable antitumor signature between ontogenies. Notably, the *z*-scores for T-cell activation activity in GM-CSF macrophages negatively correlated with the tumor progression markers across cytokine conditions, suggesting that enhanced T-cell stimulation contributes to antitumor effects in vivo. This quantitative framework—the ontogeny-cytokine code—offers a classification framework of macrophage function shaped by both developmental origin and environmental context.

## Discussion

This study establishes macrophage ontogeny as a master regulator that determines whether cytokine signals promote or suppress tumor progression. By applying a unified multiscale pipeline—tracking 3D spheroid growth, matrix invasion, and in vivo metastatic seeding—we directly compared how identical cytokines reshape macrophage function across ontogenies. The most striking finding is the CSF-dependent reversal of IL-4 function.

IL‑4 exposure of M‑CSF-primed macrophages induces an EMT‑promoting, metastasis‑enhancing program, aligning with evidence that IL‑4Rα signaling in myeloid progenitors drives immunosuppressive myelopoiesis and tumor growth^23,24^. In contrast, IL‑4 applied to GM‑CSF‑primed precursors yields an antigen‑presenting, CCR7⁺ macrophage-DC spectrum that is intrinsically antitumor, even in the absence of further activation, extending prior studies^17,25,26^. We acknowledge that GM-CSF + IL-4 culture conditions are often used to generate monocyte-derived dendritic cells (moDCs), which retain macrophage markers while gaining antigen‑presenting features, forming a macrophage/DC‑like spectrum^17^. Our data demonstrate that IL-4 shifts GM-CSF macrophages along an NF‑kB–dominated axis, which unexpectedly yields potent cytotoxicity—surpassing the semi-activated phenotype previously ascribed to GM-CSF + IL-4^25^. This ontogeny-dependent functional reversal aligns with recent evidence that GM-CSF can reprogram TAMs toward antitumor phenotypes^27,28^.

IFN-γ drives STAT1/IRF programs promoting antitumor activity across both lineages. This lineage-independent response aligns with the strong TAM-activating function of IFN-γ^29^ and with clinical observations that CXCL9-expressing TAMs and IFN-γ response signatures correlate with improved patient outcomes^19,30^. The consistent antitumor effects of IFN-γ across ontogenies suggest that its dominant STAT1 signaling may override ontogeny-specific chromatin states. The persistence of cell‑cycle signatures in IFN‑γ co‑cultures likely reflects selection for cycling survivors rather than increased proliferation: fewer tumor cells remain overall, but the residual population is cycling^7,22^.

IL‑10 and TGF‑β act as protumor drivers^31–34^, most potent in GM‑CSF–educated macrophages. Our findings provide functional evidence that GM‑CSF–educated macrophages can be re‑wired by IL‑10 into SPP1⁺, EMT-promoting, and metastasis‑promoting states^31–34^. The IL-10-driven induction of SPP1 in GM-CSF macrophages is particularly notable, as SPP1+ TAMs have emerged as a key immunosuppressive population across multiple cancer types^21^.

Our data argue against global TAM depletion^35^ and instead support precision strategies that account for ontogeny-cytokine interactions^31,36^. Our integrated *z*-score analysis establishes a quantitative framework that categorizes macrophage functional responses into three classes: (1) Ontogeny-dependent switchers (IL-4): cytokine whose pro- versus antitumor effects reverse between M-CSF and GM-CSF contexts; (2) Ontogeny-independent tumor promoter (TGF-β): consistently protumor regardless of CSF; (3) Ontogeny-independent tumor suppressor (IFN-γ): consistently antitumor across both lineages. This classification may enable context-specific therapeutic predictions.

Several specific therapeutic approaches emerge: (1) In M-CSF-dominant tumors, IL-4 or IL-4Ra blockade could eliminate ARG1+ TAMs while preserving IFN-γ-responsive populations. (2) In GM-CSF-enriched tumors, targeting IL-10/TGF-β while delivering exogenous IL-4 could enhance antigen presentation and T-cell activation, exploiting IL-4’s antitumor activity in the GM-CSF context. Moreover, engineered GM-CSF has demonstrated the capacity to reprogram TAMs toward antitumor phenotypes and potentiate responses to checkpoint inhibition and IL-12 immunotherapy in preclinical models, providing proof-of-concept for CSF-based macrophage reprogramming strategies^27^.

Several limitations warrant consideration. Our reductionist approach excludes key tumor microenvironment components (vasculature, hypoxia, adaptive immunity) and tests only four cytokines, excluding prostaglandins, adenosine, heme, and other tumor metabolites known to modulate TAMs^37,38^. However, this simplified system was essential for establishing ontogeny-cytokine interactions without confounding variables. Finally, we limited time-resolved single-cell analysis in spheroids to M-CSF macrophages. Although GM-CSF macrophage dynamics were not profiled at single-cell resolution in 3D culture, the ontogeny-dependent effects on tumor-cell growth, invasion, and metastasis were reproducible across independent functional assays and consistent with the initial cytokine imprinting of each lineage.

Validation in more complex preclinical in vivo models and patient‑derived systems remains critical for clinical translation. The temporal dynamics of CSF exposure in vivo likely differ from our ex vivo protocol, potentially affecting macrophage memory and plasticity. Our temporal analysis revealed that tumor-derived signals drive macrophage convergence toward an NRF2-dominated oxidative stress-response program, consistent with our previous identification of NRF2-stress TAMs as an immunosuppressive, therapy-resistant phenotype^7,22,39^. However, the mechanisms by which ontogeny determines initial cytokine responsiveness remain incompletely understood. Future work combining epigenomic and metabolic profiling will be instrumental to define how CSF-dependent lineage priming shapes transcription factor accessibility and cytokine signaling outcomes^40–43^.

Our data suggest that while tumor-derived environmental signals eventually drive macrophages toward a convergent transcriptional state in spheroids, the initial cytokine-imprinted functionality determines the trajectory of tumor growth or suppression. This implies that the ontogeny-cytokine code acts as a critical gatekeeper during the early phases of tumor-macrophage interaction, setting a functional course that persists even as transcriptomic profiles begin to align under environmental pressure.

Beyond cancer, our findings have implications for understanding macrophage function in other diseases. The ontogeny-cytokine code may apply to inflammatory diseases, wound healing, and metabolic disorders where macrophage polarization plays crucial roles, as developmental origin determines cytokine response polarity across diverse physiological and pathological contexts^44–47^.

The ontogeny-cytokine code presented herein offers a framework for understanding TAM functional heterogeneity and designing precision immunotherapy. Assessing the relative dominance of M-CSF or GM-CSF signaling within tumors could inform personalized cytokine-modulating strategies. Integrating CSF and cytokine signatures into patient stratification frameworks could thus refine macrophage-targeted interventions in cancer therapy.

## Methods

Providers, catalog and product numbers are listed in the Supplementary Information file.

### Mice

Male and female mice aged 8–12 weeks were used in this study. C57BL/6 mice were obtained from Charles River Laboratories. To generate *tdTomato*^+^ macrophages, *Vav-Cre* mice (Swiss Immunological Mouse repository, SwImMR) were bred with *Ai14*^Rosa26‑LSL‑tdTomato^ mice (The Jackson Laboratory). B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-II) were obtained from the SwImMR. Spp1-IRES-tdTomato and Arg1-ires-YFP mice were obtained from the Jackson Laboratories. For lung tumor studies, mice were randomly allocated to treatment groups, and the investigators were blinded to allocation during experiments and outcome assessment.

### Cell lines

GFP-MC38 (donated by Gerhard Christofori, Department of Biomedicine, University of Basel, Basel, Switzerland) was cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS, Gibco), 1% penicillin/streptomycin (P/S, Gibco), 1% non-essential amino acids (NEAA, Gibco), and 1% sodium pyruvate (Gibco). Tumor cell line culture KP1.9 (donated by Mikael Pittet, Ludwig Cancer Research, University of Geneva, Switzerland) was cultured in IMDM supplemented with 10% FBS, 1% P/S, and transduced with a GFP‑expressing lentiviral vector (Sartorius) before use in spheroid assays. TC-1 cells (Cytion) were cultured in IMDM supplemented with 10% FBS, 1% P/S and transduced with a mScarlet fluorescent protein lentiviral vector (VectorBuilder).

Cell lines with homogeneous fluorescence expression were obtained by FACS sorting. Cell line authentication was performed before and after cell sorting by Short Tandem Repeat (STR) DNA genotype analysis (Microsynth, Balgach, Switzerland). Cell cultures were maintained at 37 °C and 5% CO_2_ in a humidified incubator. All cells used in this study were confirmed to be negative for mycoplasma.

### Primary BM cultures

BM cells were isolated by flushing the femurs and tibias of 8- to 12-week-old C57BL/6 mice and then passed through a 70-μm filter. The BM cells were plated at a density of 3 × 10^5^ cells/ml on tissue culture-treated 60 mm UpCell dishes (Nunc™ UpCell™, Thermo Fisher Scientific) in complete RPMI-1640 medium (10% fetal calf serum (FBS), 1% L-glutamine, and 1% P/S) supplemented with 100 ng/ml recombinant mouse M-CSF (PeproTech) or 20 ng/ml recombinant GM-CSF (PeproTech) as previously described^18^. On day 3, half of the medium was replaced. Cultures were treated on day 3 with IL-4 (20 ng/ml, PeproTech), IL-10 (100 ng/ml), TGF-β (100 ng/ml), or IFN-γ (20 ng/ml, PeproTech). The BM cells were harvested for analysis on day 7 from the temperature-responsive cell culture plates after cooling to room temperature. Cells were washed twice in phosphate-buffered saline (PBS) and centrifuged (300 × *g*, 10 min) before spheroid formation.

### Label-free cell classification analysis

At the end of the differentiation period, BM cells were gently detached and reseeded at 20,000 cells per well in 96-well clear‑bottom plates (TPP). Bright‑field images were acquired on an Incucyte® S3 (20× objective). Segmentation and single‑cell morphometry (eccentricity, projected area) were performed using the Incucyte® Advanced Label‑Free Classification Module (Sartorius). At least 6 fields per well and 4 replicates per condition were quantified.

### CD4+ T cell isolation and CFSE labeling

Lymphocyte T cells were positively enriched from spleen single-cell suspensions using CD4 enrichment kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Isolated CD4+ T cells were labeled with CFSE (Thermo Fisher Scientific) at RT for 20 min, washed with RPMI Medium and counted before use. The final purity, confirmed by flow cytometry, was >95%.

### OT-II assay

A total of 2 × 10^4^ GM-CSF- stimulated BM cells were plated in 96-well round-bottom plates (Falcon), pulsed or not with 1 μg/ml OVA^323–339^ peptides (Sigma) for 45 min at 37 °C, and washed three times with PBS. Subsequently, 1 × 10^5^ CFSE-labeled naive CD4+ T cells isolated from spleens of OT-II mice were added to the BM cells in complete RPMI-1640 medium and co-cultured at 37 °C. CFSE dilution was assessed by flow cytometry after 3 days.

### 3D tumor spheroid production, culture

Single-spheroid culture: 5 × 10^3^ GFP-MC38 or KP1.9 cells ± macrophages were seeded in 100 μl tumor cell culture medium in 96-well Ultralow Attachment Plate PrimeSurface® 3D Culture Spheroid plates (S-BIO). Multispheroid culture in microwell plates: GFP-MC38 cells (5 × 10^4^) ± macrophages (at a 1:1 ratio) were seeded in 800 μl of tumor cell medium with M-CSF (100 ng/ml) in a 24-well SphericalPlate® 5D microwell (Axonlab). 800 μl of fresh culture cell medium was added on day 3.

### 3D tumor spheroid analysis

Single spheroids were imaged with an IncuCyte S3 instrument (Sartorius). The area and fluorescence intensities of the images were measured using the IncuCyte Spheroid Software Module (Sartorius). Data are reported as spheroid fluorescence intensity integrated across the spheroid area (for tumor cells expressing a fluorescent protein) or as spheroid area. For the spheroid invasion assay, a mask based on the invading cell area was created automatically with the IncuCyte Spheroid Software Module. Each experiment included *n* = 8–10 biologically independent spheroids per condition. Experiments were repeated independently at least twice with comparable results; representative experiments are shown.

### High-resolution imaging of spheroids for visualization of EMT-like invasion

On day 3 post spheroid formation, spheroids were transferred from the microwell plate (Axonlab) to a flat glass-bottom plate (TPP) and embedded into Cultrex extracellular matrix (Bio-Techne). After 24 h, spheroid morphology and matrix invasion of cancer cells were imaged using the laser-scanning microscope (CLSM Leica Sp8-inverse). Confocal micrographs with cell type-specific fluorescence were acquired as z-stacks using a PL APO CS 20x objective. Images are presented as Z-projection (sum of slices) using ImageJ/Fiji.

### High-resolution imaging of spheroids for visualization of cellular composition

On day 5 post spheroid formation, spheroids were collected from the microwell plate (Axonlab) in Eppendorf tubes, washed once for 2 min with 1X PBS, subsequently nuclei were stained using NucBlue^TM^ for 1 h. Spheroids were then washed three times with 1X PBS and mounted on SuperFrost plus slides with ProLong^TM^ Gold Antifade mountant (Thermo Fisher Scientific, P36930). A coverglass was placed on top, and specimens were imaged immediately. Spheroid morphology was assessed using the laser-scanning microscope (CLSM Leica Sp8-inverse). Confocal micrographs with cell type- and nucleus-specific fluorescence were acquired as z-stacks using a HC Pl APO CS2 63x/1.4 oil objective. 3D stacks were rendered in Bitplane Imaris (Oxford Instruments).

### Spheroid digestion

Spheroids were dissociated in 2 ml digestion medium (RPMI medium (Gibco) + 25 µg/ml Liberase ™ (Roche) + 40 µg/ml DNase I (Roche; 2000 μ/ml) and incubated for 30–45 min in a water bath at 37 °C with gentle shaking every 5 min. Then, 4 ml PBS + 0.04% BSA was added to stop the digestion. Digested spheroids were used immediately.

### Lung metastasis model in mice

Approximately 750 spheroids were collected from microwell plates (equal to the content of one macrowell) and injected intravenously into the tail of C57BL/6 mice. Three weeks post-injection, the lungs of anesthetized mice were perfused with PBS through the right ventricle and the trachea and collected for whole organ fluorescence imaging with a Zeiss Discovery V8 stereomicroscope and histology.

### Bulk RNA sequencing workflow and analysis

RNA was extracted from macrophages using the RNeasy Mini kit (Qiagen) according to the manufacturer’s protocol, including on-column DNase I treatment. RNA quality was validated on an Agilent Technologies 4150 Tapestation using RNA Screentapes, and only samples with an RNA integrity number (RIN) of >9 were used for sequencing. cDNA libraries were generated at the Functional Genomics Center Zurich (FGCZ) from RNA samples using the Illumina Stranded mRNA Prep ligation kit following the manufacturer’s instructions. The quality and concentration of the libraries were determined using an Agilent Technologies 4200 Tapestation with DNA Screentapes. The libraries were pooled in equimolar amounts and sequenced on an Illumina NovaSeq X Plus sequencer (paired-end 150 bp) with a depth of at least 20 million reads per sample. Reads were aligned to the reference genome Mus_musculus/GENCODE/GRCm39/Annotation/Release_M37-2025-07-03. The quality of alignment was evaluated using Samtools/1.20. Counts were obtained using the featureCounts function of the Rsubread package (v1.22.2)^48^. Differential expression analysis was performed with the DESeq2 R package (v1.26.0)^49^.

### scRNA-seq sample preparation and analysis

For libraries generated with the 10X Genomics Next-GEM Single Cell Fixed Kit the following workflow was used. Single-cell suspensions were fixed following the demonstrated protocol Fixation of cells & Nuclei for Chromium Fixed RNA Profiling (10X Genomics, CG000478) and processed for long-term storage at −80 °C. After storage, up to 2 Mio cells per sample were hybridized with unique single Mouse WTA probes using BC001-004 according to the User Guide Chromium Fixed RNA Profiling Reagent Kits for Multiplexed Samples (10X Genomics, CG000527). For libraries generated with the newer 10X Genomics GEM-X Flex Kit the following workflow was used. Single-cell suspensions were fixed following the demonstrated protocol Fixation of cells & Nuclei for GEM-X Flex Gene Expression (10X Genomics, CG000782) and processed for long-term storage at −80 °C. After storage, a maximum of 0.5 Mio cells per sample were hybridized with unique single Mouse WTA probes using BC001-004 according to the User Guide GEM-X Flex Gene Expression Reagent Kits for Multiplexed Samples (10X Genomics, CG000787). Following gene expression library construction, ready-made libraries were sequenced at the FGCZ on an Illumina NovaSeq X Plus system following the recommendations of 10X Genomics. Downstream analysis was performed in Python (version 3.12.10) with Scanpy (1.11.1)^50^.

### Read alignment

Reads were aligned to the mouse reference genome Ensembl GRCm39 (Release_M31-2023-01-30) using 10x Genomics Cell Ranger v9.0.0.

### Quality control and preprocessing

To assess the quality of the cells, the following covariates were considered: number of genes expressed in a cell (n_genes_by_counts), number of counts per cell (total_counts), and percentage of mitochondrial RNA (pct_counts_mt). Cells that expressed fewer than min_genes or more than max_genes were filtered out. Cells with a percentage of mitochondrial RNA greater than max_pct_mt were considered dead and removed from the analysis. 

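Few barcodes of the deposited matrices fell outside generous limits on genes and mitochondrial UMIs. At a minimum of 200 detected genes and a maximum of 20% mitochondrial UMIs, no control barcode of 10055 was removed at day 7, 3 of 9093 in IFN-γ, none of 10846 in IL-4 and 1 of 8902 in TGF-β. The paper's reported numbers of cells are 10,051, 9,024, 10,834 and 8,842, so that the kept cells exceed them by 4, 66, 12 and 59. The lowest number of detected genes in a kept cell was 320 in control, 414 in IFN-γ, 400 in IL-4 and 340 in TGF-β, and the median 2643, 3805.5, 3326.5 and 3078. The highest share of UMIs from mitochondrial genes, whose transcripts gain in share in damaged cells, was 7.28%, 16.9%, 6.41% and 5.44%. At day 5, 0, 6, 3 and 2 barcodes were removed from control, IFN-γ, IL-4 and IL-10. The paper's text names these filters and does not name the values used.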

Genes that were expressed by fewer than min_cells cells were excluded. See below for the cutoff values used in each experiment. The count data were normalized by an algorithm based on deconvolving size factors from cell pools implemented in the R package scran (calculateSumFactors)^51^ and log(*x*+1) (sc.pp.log1p) transformed, yielding normalized expression values.

### Data integration

Multiplexed samples were merged into one dataset by simple concatenation. Additionally, samples from different experiments were integrated using the harmony algorithm (sc.external.pp.harmony_integrate)^52^ after normalization and PCA.

### Dimensionality reduction and clustering

For dimension reduction, the following steps were performed using the Python package Scanpy: identifying highly variable genes (sc.pp.highly_variable_genes), performing PCA using highly variable genes (sc.tl.pca), computing the neighborhood graph (sc.pp.neighbors) and computing the UMAP (sc.tl.umap).

### Cell type annotation and functional classification

To identify cell types, we analyzed the expression of marker genes and other differentially expressed genes (sc.tl.rank_genes_groups with method = ‘wilcoxon’). Depending on the experiment, we analyzed these genes separately or by scoring gene sets using the algorithm *AUCell* ^53^ implemented in the package decoupleR^54^ (version 1.8; dc.run_aucells). GSEA was performed to assess functional and biological process-related differences between clusters or conditions. First, genes were ranked using the output of the Wilcoxon rank-sum test (rank = −log10(adj. *p* value)*sign(logfoldchange)) and then fed to the GSEA algorithm implemented in the Python package decoupleR^54^ (dc.get_gsea_df), resulting in a normalized enrichment score (NES) and a false discovery rate (FDR) per gene set. For transcription factor analysis, gseapy.enrichr with the TRRUST_Transcription_Factors_2019 gene set database was used.

### Flow cytometry

Cells were preincubated with Mouse BD Fc Block™ (≤1 μg/million cells in 100 μl, BD Biosciences) at 4 °C for 10 min. Anti-I-A/I-E (clone M5/114.15.2) was purchased from BD Biosciences. Anti-CD4 (clone GK1.5) and anti-CD11b (clone M1/70) antibodies were purchased from BioLegend. Corresponding isotype-matched irrelevant specificity controls were purchased from BD and BioLegend. Multiparameter analysis was performed with an LSRFortessa analyzer (BD Biosciences). The data were analyzed using FlowJo software (version 10.7.1).

### Histology

Mice were anesthetized by intraperitoneal injection of ketamine (80 mg/kg), xylazine (16 mg/kg), and acepromazine (3 mg/kg) and transcardially perfused with cold PBS. Lungs were fixed in 10% neutral-buffered formalin for 24 h, transferred to 70% ethanol, embedded in paraffin, and sectioned at 10 µm for hematoxylin and eosin (H&E) staining.

### Microscopy image acquisition and analysis

Whole-lung tumor sections were imaged using a Zeiss Axio Scan Z1 slide-scanner microscope. Whole spheroids were imaged using a Leica SP8 confocal laser-scanning microscope. Images were analyzed using QuPath and ImageJ. For single-channel fluorescence images, brightness, contrast, and color balance were adjusted using Adobe Lightroom (version 8.4) with identical settings applied to all images within each experiment. No nonlinear image processing was performed.

### Statistics and reproducibility

Statistical analyses were performed using Prism 10 (GraphPad) and JMP 18 (SAS). Unless otherwise stated, comparisons among multiple groups were analyzed using one-way ANOVA followed by Tukey–Kramer or Dunnett’s post hoc test to correct for multiple comparisons, as indicated in the figure legends. Exact *p* values are reported in the figure legends.

Biological replicates were defined as independent cell cultures or individual animals. The number of biological replicates (*n*) for each experiment is indicated in the corresponding figure legends. In vitro experiments were independently repeated at least two times with similar results unless otherwise stated. In vivo experiments were performed with the indicated number of animals per group. Data are displayed as individual data points with summary statistics to visualize the distribution of the data. *Z*-scores were calculated separately for each parameter (Growth AUC, Invasion AUC, Number of metastases, and T cell proliferation) to standardize values across experimental conditions. For each parameter, values across treatment groups were pooled to calculate the population mean (*μ*) and standard deviation (*σ*). Individual *z*-scores were computed as *z* = (x−*μ*)/*σ*, where *x* represents an individual measurement. Positive *z*-scores indicate values above the parameter mean and negative *z*-scores indicate values below the mean.

### Study approval

We have complied with all relevant ethical regulations for animal use and all animal experiments were performed according to animal experimentation licenses as approved by the Swiss Federal Veterinary Office.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Description of Additional Supplementary files

Supplementary Data 1

Reporting Summary

## Data Availability

Bulk RNA-seq and scRNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE304868^55^. Source data underlying all graphs and charts in the main figures are provided as Supplementary Data 1. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: An ontogeny-cytokine code determines macrophage response polarity and tumor outcomes
**Source:** Commun Biol. 2026 Mar 13;9:592. doi: 10.1038/s42003-026-09853-y
**Supplement:** Supplementary file 2 — Supplementary Information

An ontogeny-cytokine code determines macrophage response polarity and tumor outcomes

Dominik J. Schaer¹, Nadja Schulthess-Lutz¹, Matthias J. Peterhans¹, Livio Baselgia¹,
Melanie Eschment¹, Rok Humar,¹ Florence Vallelian*¹

Zurich, Switzerland

Supplementary Figures: Pages 2-7

Materials and Resources: Pages 8-9

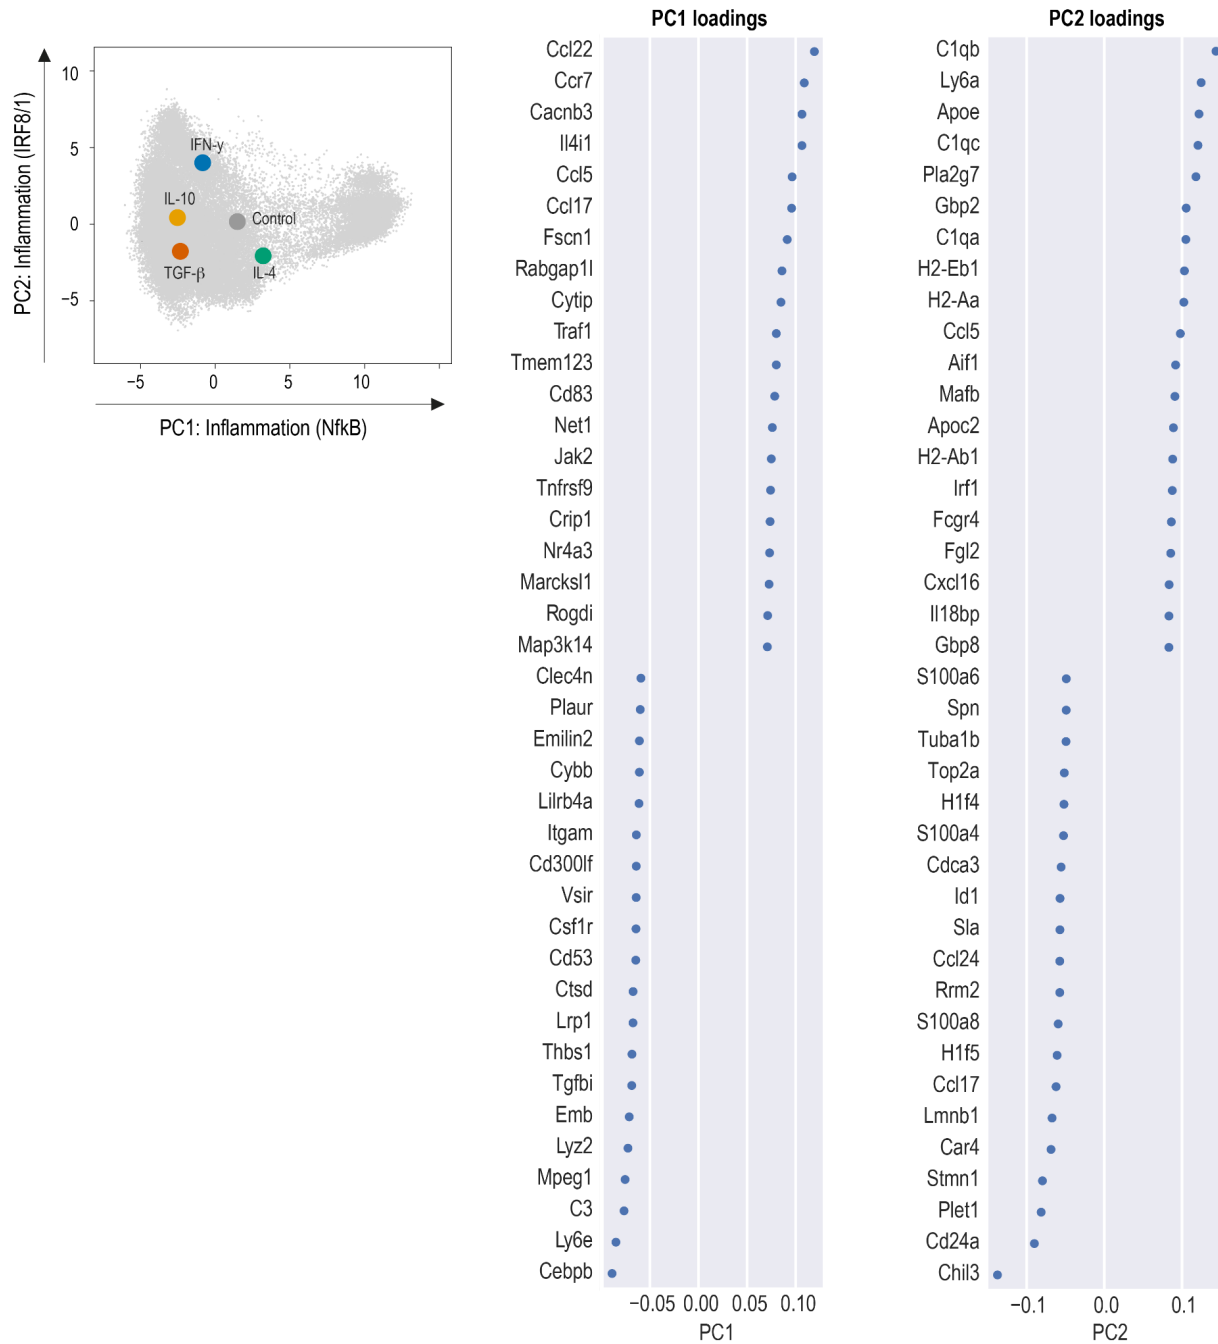

Supplementary Figure 1

BM precursors were cultured with GM-CSF alone or in combination with IFN- γ , IL-4, IL-10, or TGF- β and analyzed by multiplexed scRNA-seq (see Fig. 2). Principal-component analysis (PCA) identified two dominant axes of variation. The 20 genes with the highest positive and negative loadings for PC1 and PC2 are listed. 

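Among the genes with the highest positive loadings on PC1 were several of mature dendritic cells and of the NF-kB pathway. After Ccl22 and Ccr7 came Cacnb3, a calcium channel subunit gene of mature dendritic cells (0.194), Il4i1 (0.189), Fscn1, Tmem123, Rabgap1l and Net1, then Nfkb2, an NF-kB subunit gene (0.126), Traf1, which encodes an adaptor of TNF receptors (0.125), Cd83, Tnfrsf9, Nr4a3, Bmp2k, Tes, Map3k14, the kinase of noncanonical NF-kB signaling (0.110), Pkib, Fabp5, Mmp25 and Glipr2. On the negative side of PC1 were Thbs1 (-0.097), the lipid carrier gene Apoe, C1qb, Ly6a, Gpnmb, the heme-degrading enzyme gene Hmox1, the protease gene Mmp12, Chil3, C1qc, Bst1, Selenop, Wfdc17, Clec4d, the complement receptor gene C5ar1, Fcgr4, Irf7, Sgk1, Apoc2, Rcbtb2 and C1qa. On the positive side of PC2, the genes after C1qb and Ly6a included C1qc (0.188), Apoe (0.186), Fgl2, C1qa, Irf1 (0.141), Aif1, Il18bp, Thbs1, Fcgr4, Irf8 (0.122), Iigp1, Gbp5, Gbp8, Itgb7, mt-Co1, Serpina3g and Ifi47. On its negative side, Chil3 was followed by Plet1 (-0.124), Car4 (-0.123), Stmn1, Ccl24, H1f5, Spp1, Arg1, Id1, Wfdc21, Lmnb1, Rrm2, Cdca3, Rnase2a, Slc7a2, Cdh1, Top2a, Il1rn, H2ac24 and Ccn3. Several of these, such as Stmn1, Rrm2, Cdca3 and Top2a, are genes of the cell cycle, and all 10 variable cell cycle genes were among the 100 most negative loadings of PC2. Of the 12 variable alternative activation genes, 6 were among them too, and of the 15 variable reparative and remodeling genes 8.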

Each dot represents one gene; x-axis shows PC loading.

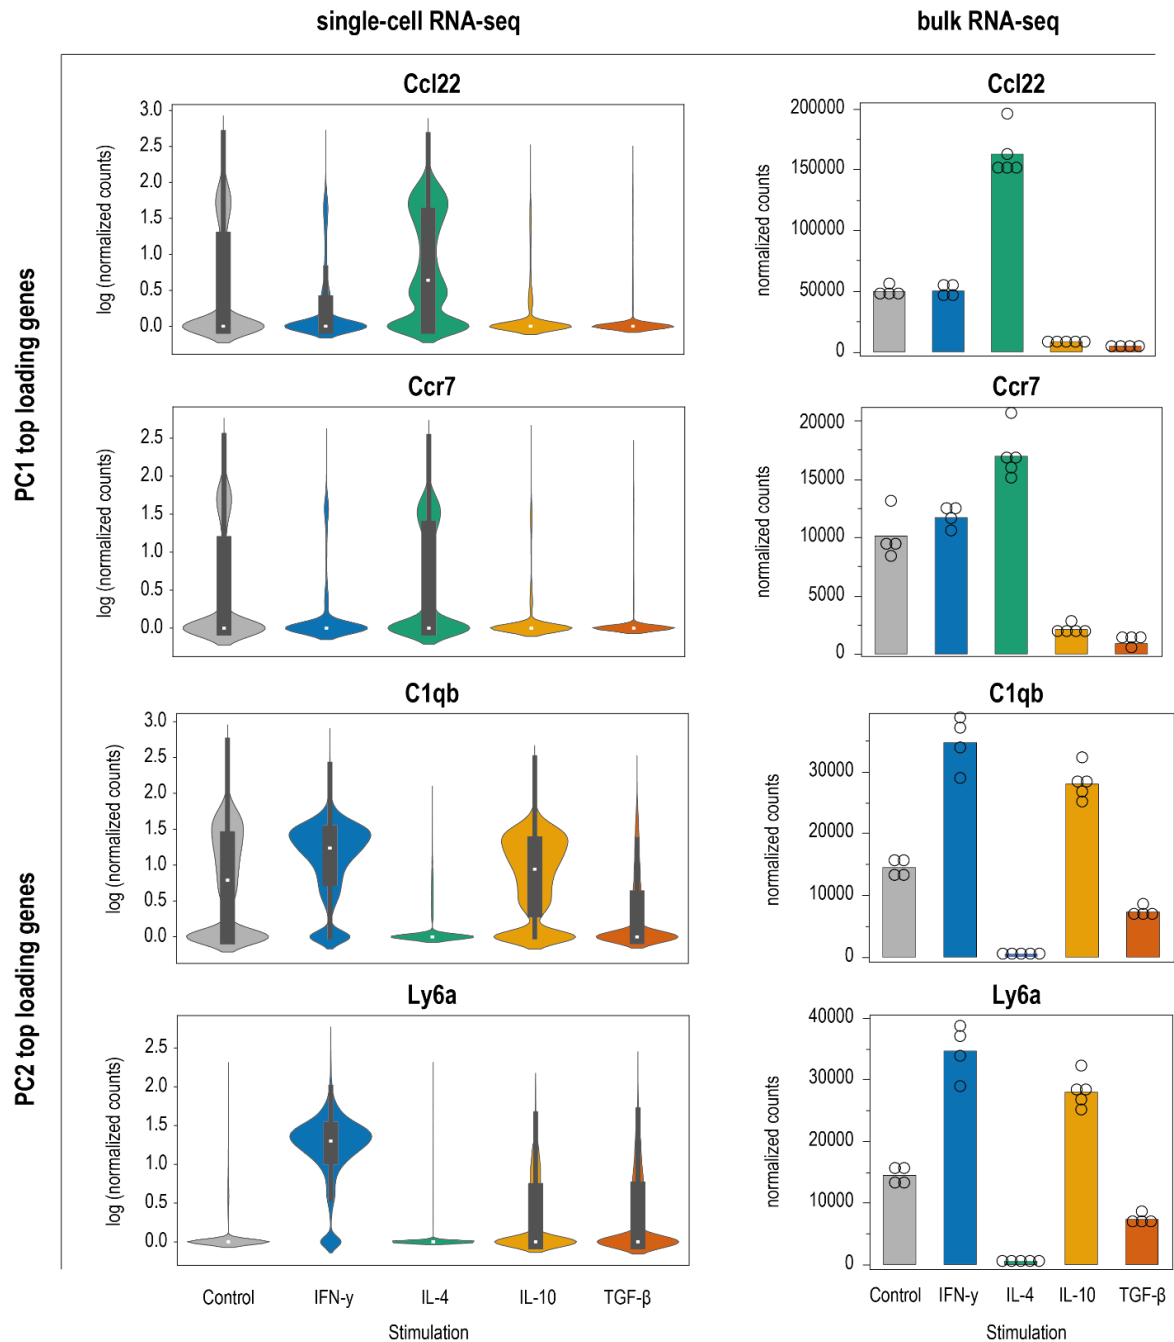

Supplementary Figure 2

Left panels: Violin plots showing distribution of the log-normalized count expression for the two top positive loading genes from PC1 and PC2 in the scRNA seq data set of GM-CSF macrophages (see Figure 2). Each violin plot represents one cytokine condition. Violin width indicates the density of cells at each expression level; white dots show median values. 

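In log-normalized expression over single cells, the medians of Ly6a and C1qb were highest in the IFN-γ library and that of Ccl22 in the IL-4 library, while the median of Ccr7 was 0 in all 4 libraries. The median of Ly6a was 3.64 in IFN-γ cells and 0 in control, IL-4 and TGF-β cells, with an upper quartile of 3.96 in IFN-γ and 1.29 in TGF-β. The median of C1qb was 3.67 in IFN-γ cells, 1.37 in control cells and 0 in IL-4 and TGF-β cells. The median of Ccl22 was 1.09 in IL-4 cells and 0 in the other libraries, and its upper quartile was 4.00 in IL-4, 2.53 in control and 0.486 in IFN-γ. The upper quartile of Ccr7 was 3.06 in IL-4, 2.42 in control and 0 in IFN-γ and TGF-β. No UMI of Ccr7 was counted in 50.2% of IL-4, 63.1% of control, 81.1% of IFN-γ and 95.5% of TGF-β cells. In CPM of the whole library, in contrast, Ccr7 was lower in IL-4 than in control. No UMI of Ly6a was counted in 7.11% of IFN-γ cells, 91.9% of control cells, 98.2% of IL-4 cells and 59.4% of TGF-β cells.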

Right panels: Independent validation by bulk RNA-seq showing normalized counts for the same genes. Bar represents the mean of $n=5$ biological replicates.

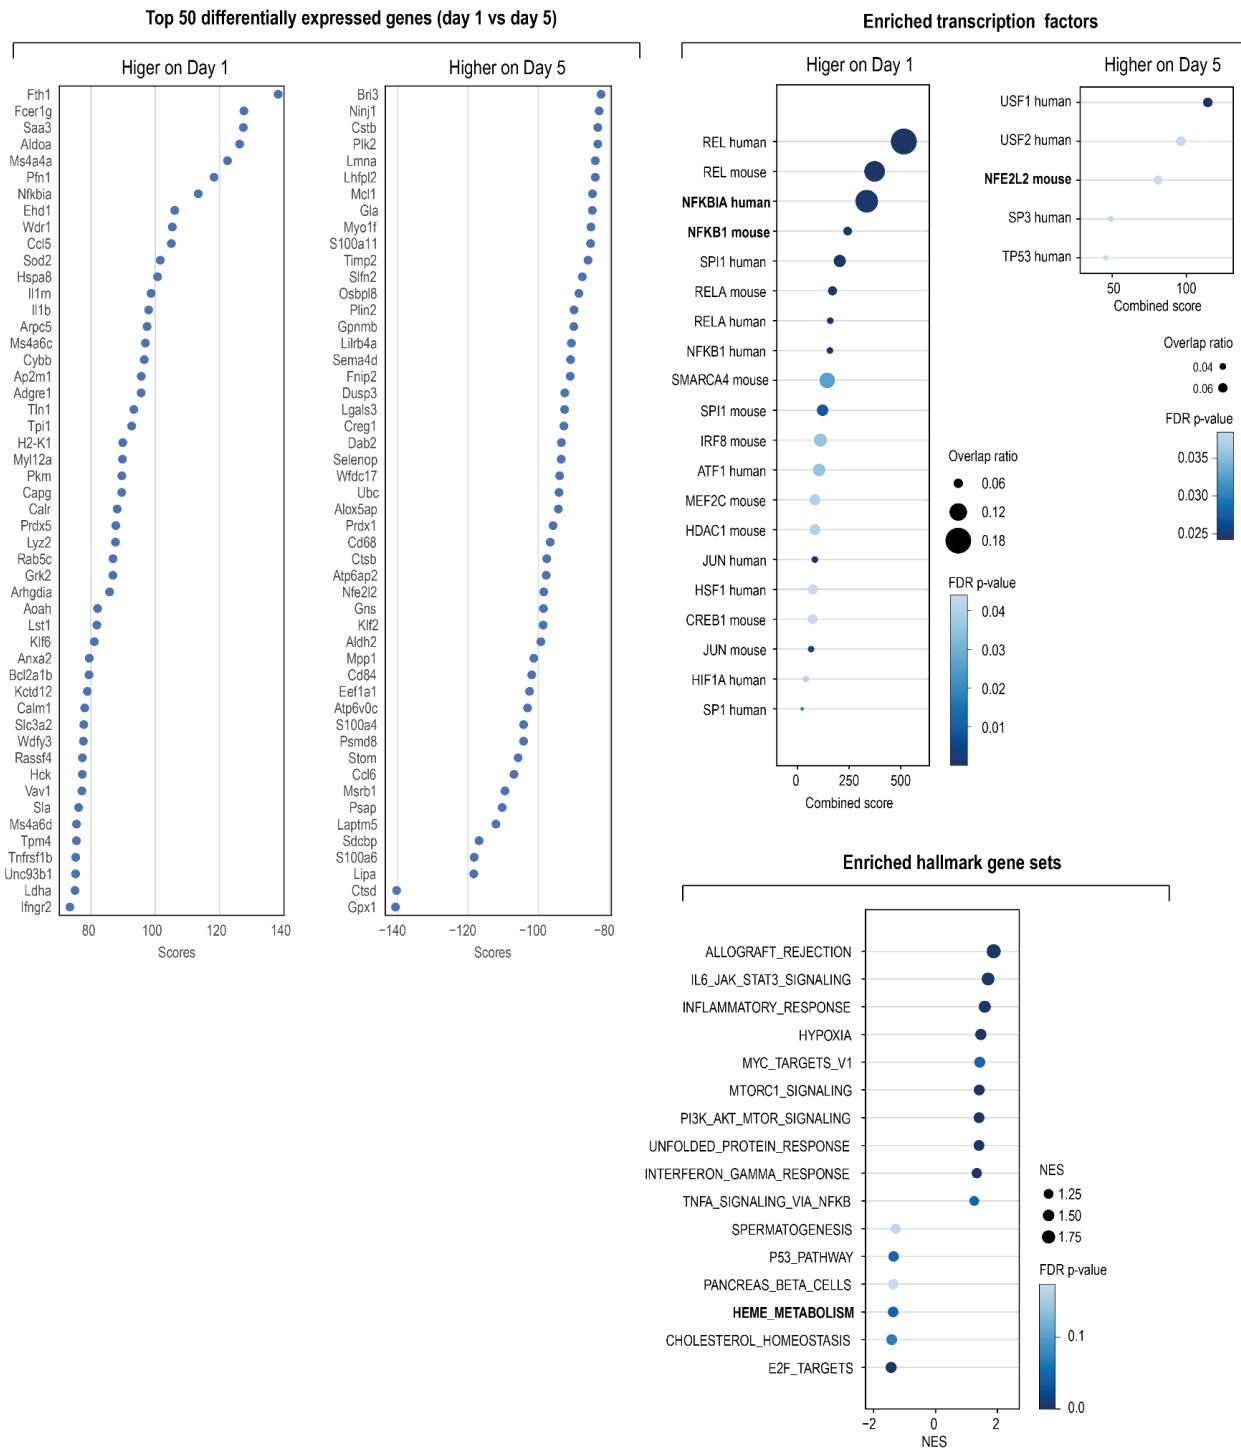

Supplementary Figure 3

Time-resolved, multiplexed scRNA-seq experiment of mixed cell spheroids composed of M-CSF macrophages and MC38 cancer cells (see Fig. 4).

Left panels: Top 50 differentially expressed genes. Dot plots showing the top 25 upregulated genes at day 1 (positive, top) and top 25 upregulated genes at day 5 (negative, bottom) in macrophages. Each dot represents a single gene; the x-axis shows mean normalized expression (log scale).

Right panels: GSEA using transcription factor enrichment and MSigDB Hallmark gene sets. Dot size represents overlap ratio; color intensity (blue scale) represents combined enrichment score (integrating overlap and statistical significance, with FDR p-value threshold shown).

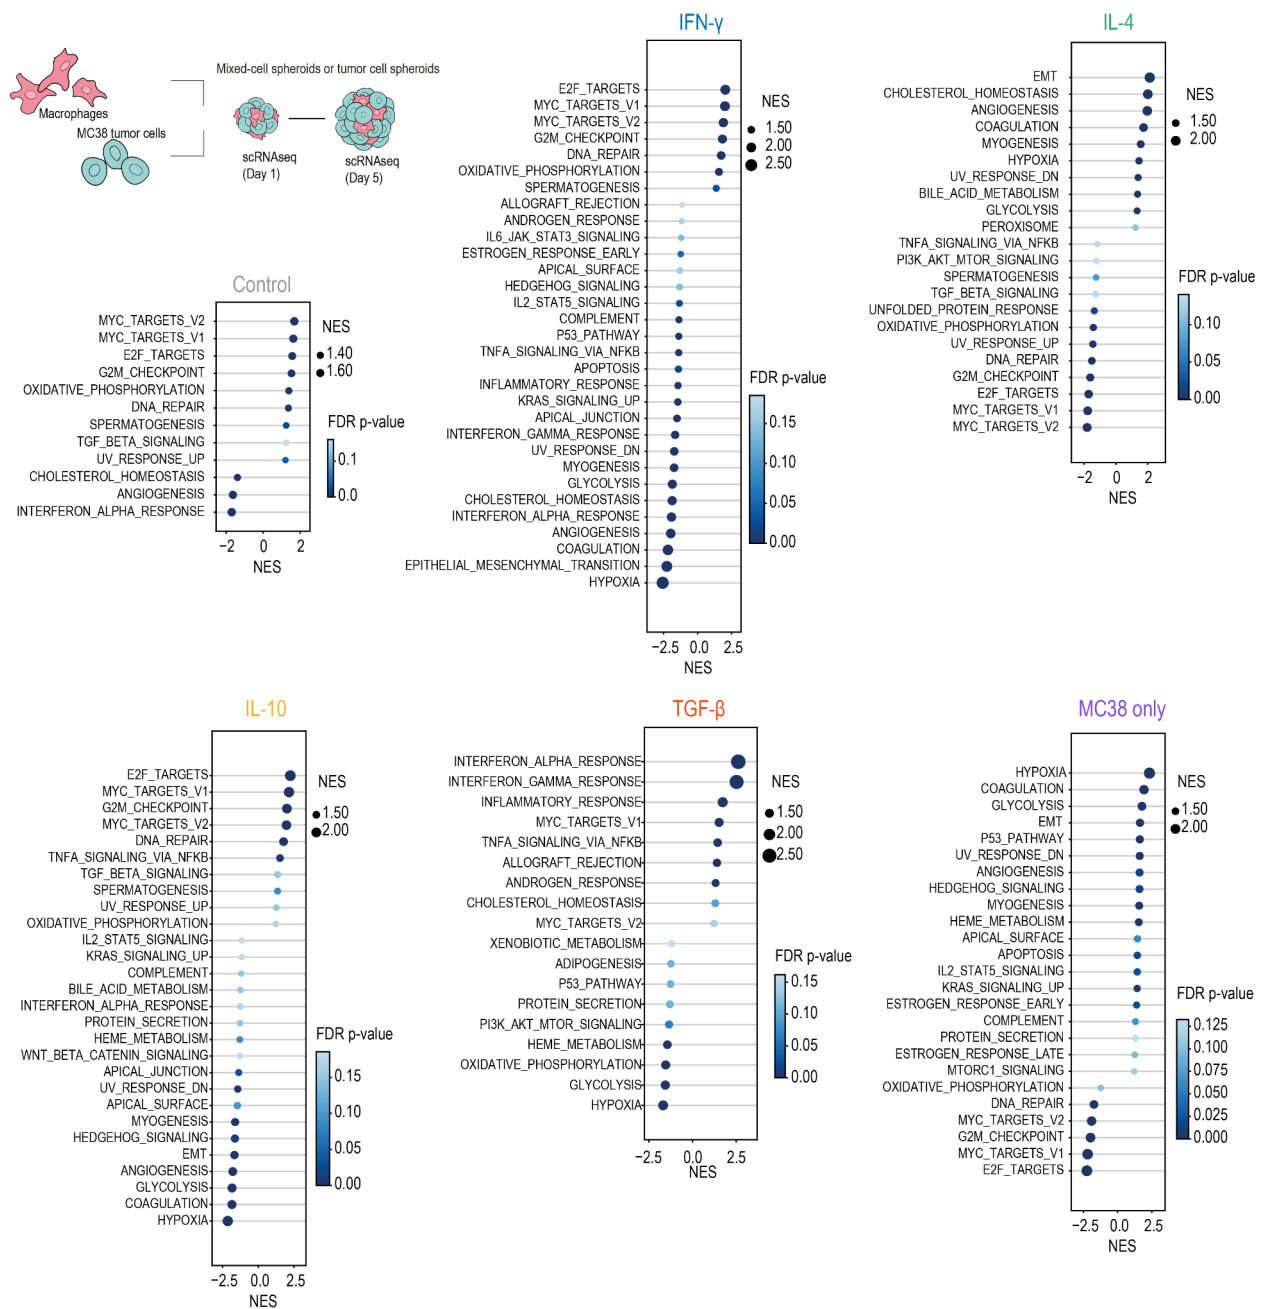

Supplementary Figure 4

Time-resolved, multiplexed scRNA-seq experiment of mixed cell spheroids composed of M-CSF macrophages and MC38 cancer cells (see Fig. 4). Cells per treatment were functionally annotated according to GSEA using MSigDB Hallmark gene sets.

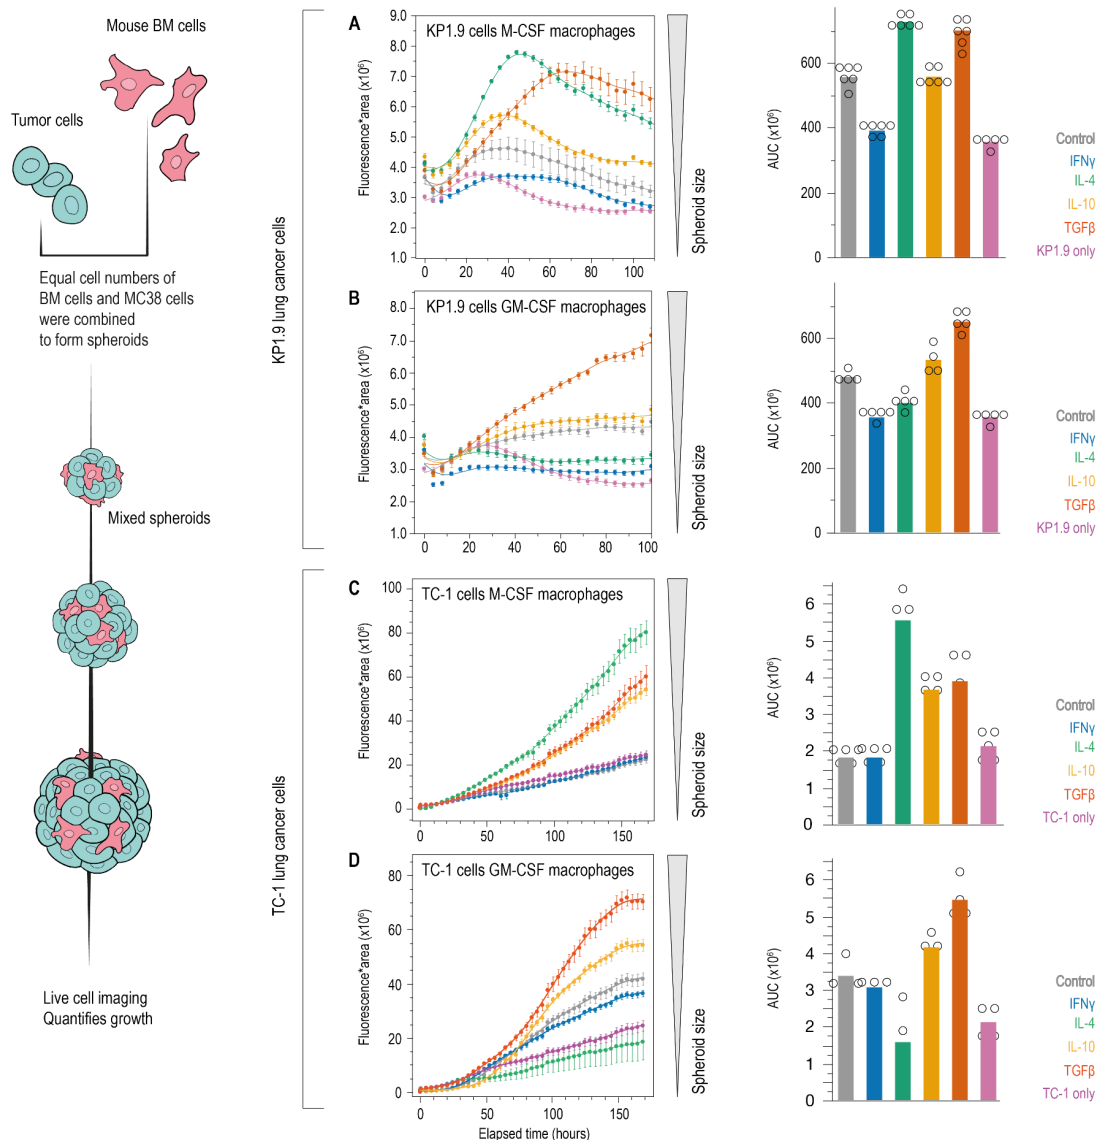

Supplementary Figure 5

A. GFP-KP1.9 cells were cultured alone or mixed 1:2 with cytokine-polarised M-CSF or GM-CSF macrophages in ultra-low-attachment plates and imaged for five days.

M-CSF macrophages: Integrated GFP fluorescence intensities across the spheroid area over time, demonstrating enhanced spheroid growth in the presence of anti-inflammatory macrophages. Data are the mean $\pm$ SE of 4-6 replicates analyzed within one representative experiment. AUC quantification, one-way ANOVA Dunnett posttest corrected for multiple comparisons (control vs IFN- γ $p < 0.0001$, control vs IL-4 $p < 0.0001$, control vs IL-10 $p > 0.999$ (ns), control vs TGF- β $p < 0.0001$, control vs TC $p < 0.0001$).

B. GM-CSF macrophages: Time-course analysis and AUC quantification identical to panel A (Control vs IFN- γ $p < 0.0001$, control vs IL-4 $p = 0.0007$, control vs IL-10 $p = 0.0376$, control vs TGF- β $p < 0.0001$, control vs TC $p < 0.0001$).

C. mScarlet TC-1 cells were cultured alone or mixed 1:1 with cytokine-polarised M-CSF or GM-CSF macrophages in ultra-low-attachment plates and imaged for seven days.

M-CSF macrophages: Integrated red fluorescence intensities across the spheroid area over time, demonstrating enhanced spheroid growth in the presence of anti-inflammatory macrophages. Data are the mean $\pm$ SE of 4-5 replicates analyzed within one representative experiment. AUC quantification, one-way ANOVA Dunnett posttest corrected for multiple comparisons (control vs IFN- γ $p > 0.99$ (ns) , control vs IL-4 $p < 0.0001$, control vs IL-10 $p < 0.0001$, control vs TGF- β $p < 0.0001$, control vs TC $p = 0.74$).

D. GM-CSF macrophages: Time-course analysis and AUC quantification identical to panel AC (Control vs IFN- γ $p = 0.87$, control vs IL-4 $p = 0.0006$, control vs IL-10 $p = 0.1813$, control vs TGF- β $p = 0.0001$, control vs TC $p = 0.0146$).

Materials and Resources

Mouse strain

C57BL/6	Charles River
B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-2)	Swiss Immunological Mouse repository (SwImMR)
VavCre	Swiss Immunological Mouse repository (SwImMR)
Ai14tdTomato	Jackson Laboratory Strain #:007914
Arg1-ires-YFP	Jackson Laboratory Strain #:015857
Spp1-IRES-tdTomato	Jackson Laboratory Strain #:033731

Company

Tumor lines

GFP+ MC38 colon adenocarcinoma cells	Donated by Gerhard Christofori, Department of Biomedicine, University of Basel
KP1.9	Group Mikael Pittet University of Geneva

Company

Antibodies for flow cytometry

Targeted antigen	Clone	Fluorochrome	Species	Company	Product number
CD4	GK1.5	Phycoerythrin (F	Rat	Biolegend	100408
I-A/I-E	M5/114.15.2	Brilliant violet 42	Rat	BD	562564
CD11b	M1/70	APC-Cy7	Rat	Biolegend	101226
Rat IgG2b, λ Isotype Ctrl Antibody	G013B8	Phycoerythrin (F	Rat	Biolegend	403804
BV421 Rat IgG2b, κ Isotype Control	R35-38	Brilliant violet 42	Rat	BD	562603
APC/Cyanine7 Rat IgG2b, κ Isotype Ctrl Ant	RTK4530	APC-Cy7	Rat	Biolegend	400624

Reagents for in vivo or in vitro treatments

Product name	Company	Product number
Ketamine	Graeb	QN01AX03
Xylazine	Bayer	QN05CM92
Acepromazine	Fatro	QN05AA04
Mouse IL-4 Recombinant Protein, PeproTec	Thermo Fisher	214-14-100UG
Mouse IFN-gamma Recombinant Protein, Pe	ThermoFisher	315-05-100UG
Human TGF-beta 1 Recombinant Protein, P	ThermoFisher	100-21-10UG
Human IL-10 Recombinant Protein, PeproT	ThermoFisher	200-10-100UG

Magnetic beads, magnets and associated antibodies

Product name	Company	Product number
Dynabeads™ FlowComp™ Mouse CD4 Kit	Invitrogen	11461D

Solutions, medium, supplement and enzymes

Product name	Company	Product number
Phosphate buffered Saline (PBS)	Gibco	10010-015
L-glutamine 200mM (100x)	Gibco	25030-024
RPMI Medium	Gibco	11835-063
Dulbecco's MEM	Merck	1469C
Fetales bovines Serum	Sigma-aldrich	S0615
MEM NEAA (100x)	Gibco	11140-035
Sodium-Pyruvate	Sigma	P2256
Penicillin-Streptomycin	Thermo Fisher	15140-122
Liberase	Roche	5401119001
Dnase I	Roche	10269638001
UltraPure™ 0.5M EDTA, pH 8.0	ThermoFisher	15575020
MACS Buffer BSA Stock Solution	Miltenyi Biotec	130-091-376
20% Glucosum	Bichsel	FE1001327

Peptides, and Recombinant proteins

Product name	Company	Product number
Ovalbumin (323-339) (chicken, Japanese qu	Sigma Aldrich	O1641-5MG
Recombinant Murine M-CSF	Peptotech	315-02
Recombinant Murine GM-CSF	Peptotech	315-03

Chemicals

Product name	Company	Product number
Formalin 10%, gepuffert	Formafix	01-1061
Hematoxylin solution acc. to Gill II	Carl Roth	T864.2
Eosin Y w/ Phloxine solution	Epredia	71304

Critical Commercial Assays

Product name	Company	Product number
UltraComp eBeads™ Compensation Beads	Thermo Fisher	01-2222-42
Tru Stain FcγTmPLUS CD16/32, clone S17C	Biolegend	156604
GEM-X Flex Sample Preparation v2 Kit, 48 r	10x Genomics	1000781
GEM-X Flex Gene Expression Chip Kit, 4 ch	10x Genomics	1000791
GEM-X Flex Gene Expression Mouse 4-plex	10x Genomics	1000797
Chromium Next GEM Single Cell Fixed RNA	10x Genomics	1000414
Chromium Next GEM Chip Q Single Cell Kit,	10x Genomics	1000422
Dual Index Kit TS Set A, 96 rxn	10x Genomics	1000251
Chromium Fixed RNA Kit, Human Transcript	10x Genomics	1000475
RNA screentape	Agilent Technologies	5067-5576
RNA ScreenTape Sample Buffer	Agilent Technologies	5067-5577
RNA ScreenTape Ladder	Agilent Technologies	5067-5578
Genomic DNA screentape	Agilent Technologies	5067-5365
Genomic DNA Reagents	Agilent Technologies	5067-5366
SYBR™ Green Master Mix	Applied Biosystems	4385612
Illumina® Stranded mRNA Prep, Ligation (96	Illumina	20040534
RNeasy Mini Kit	Qiagen	74106
CellTrace™ Far Red Cell Proliferation Kit, for Thermo Fisher		C34564

Plates and coating

Product name	Company	Product number
96-well plates	Techno Plastic Products (TPP)	92096
12-well plates	Techno Plastic Products (TPP)	92012
6-well plates	Techno Plastic Products (TPP)	92006
6 cm culture dish	Techno Plastic Products (TPP)	93100
15 cm culture dish	Techno Plastic Products (TPP)	93150
Nunc™ Multidishes with UpCell™ Surface 6w	Thermo Fisher	174901
Nunc™ Dishes with UpCell™ Surface; 60mm	Thermo Fisher	174903
PrimeSurface® 3D culture Ultra-low Attachm	S-Bio	MS-9096UZ
SphericalPlate® 5D microwell, 24 well	Axon-Lab	12038828
96-well Clear Round Bottom Not Treated Mic	Falcon®	351177

# Supplementary material for: An ontogeny-cytokine code determines macrophage response polarity and tumor outcomes
**Source:** Commun Biol. 2026 Mar 13;9:592. doi: 10.1038/s42003-026-09853-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary files

## **Description of Additional Supplementary files**

File name: Supplementary Data 1

Description: Source data underlying all graphs and charts in the main figures are provided as Supplementary Data 1

# Supplementary material for: An ontogeny-cytokine code determines macrophage response polarity and tumor outcomes
**Source:** Commun Biol. 2026 Mar 13;9:592. doi: 10.1038/s42003-026-09853-y
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	no software was used
Data analysis	Python (version 3.12.10) , Scanpy (1.11.) ,Rsubread package (v1.22.2),DESeq2 R package (v1.26.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data are available under GSE-Nummer: GSE304868, access Token: kpcviquclfmhmv

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	n/a
Reporting on race, ethnicity, or other socially relevant groupings	Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).<br>Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)<br>Please provide details about how you controlled for confounding variables in your analyses.
Population characteristics	Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."
Recruitment	Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.
Ethics oversight	Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were determined based on our prior published studies and our previous experience with similar experimental models; no formal statistical sample size calculation was performed.
Data exclusions	No data were excluded from the analysis.
Replication	Animal experiment was performed once with four animals per group; results were consistent within each cohort.
Randomization	Randomization was performed by assigning animals to experimental groups using a computer-generated random number list.
Blinding	For lung tumor studies, the investigators were blinded to allocation during experiments and outcome assessment.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-I-A/I-E (clone M5/114.15.2) from BD Biosciences. Anti-CD4 (clone GK1.5) and anti-CD11b (clone M1/70) from BioLegend.
Validation	According to BD and Biolegend, these antibodies are routinely quality control tested by flow cytometric analysis.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	GFP-MC38 were donated by Gerhard Christofor, Department of Biomedicine, University of Basel, Basel, Switzerland (females).<br>Tumor cell line culture KP1.9 were donated by Mikael Pittet, Ludwig Cancer Research, University of Geneva, Switzerland (males).
Authentication	Cell line authentication was performed before and after cell sorting by Short Tandem Repeat (STR) DNA genotype analysis (Microsynth, Balgach, Switzerland).
Mycoplasma contamination	All cells used in this study were confirmed to be negative for mycoplasma.
Commonly misidentified lines<br>(See ICLAC register)	<i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	6-8 weeks old C57BL/6J mice were used for the study. 6-8 old weeks Vav-Cre mice tdTomato, Spp1-IRES-tdTomato and Arg1-ires-YFP mice were used for macrophage isolation and OT-II mice for CD4 T cell isolation. Mice of both sex were used.
Wild animals	<i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>
Reporting on sex	<i>Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis.</i>
Field-collected samples	<i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>
Ethics oversight	All animal experiments were performed according to animal experimentation licenses as approved by the Swiss Federal Veterinary Office.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	BM cells were washed with PBS. Cells were preincubated with Mouse BD Fc Block™ ($\leq 1 \mu\text{g}/\text{million cells}$ in $100 \mu\text{l}$, BD Biosciences) at 4°C for 10 min before AB staining.
Instrument	Analysis was performed with a LSR II Fortessa 4L with HTS.
Software	The data were analyzed using FlowJo software (version 10.7.1).
Cell population abundance	no sort has been performed.
Gating strategy	Cells were first gated based on forward scatter (FSC) and side scatter (SSC) parameters to exclude debris and aggregates and to select the main cell population. Singlets were discriminated by FSC-A/FSC-H gating, and viability dye exclusion was applied where appropriate. Within this population, macrophages were identified as CD11b ⁺ cells, and expression of MHC-II was analyzed. The boundary between positive and negative staining populations was set using fluorescence minus one (FMO) controls and unstained samples. For proliferation assays, responder T cells were identified by CFSE staining, and successive cell divisions were quantified as a progressive dilution of CFSE intensity.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

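Bone marrow precursors of mice were cultured with GM-CSF and a cytokine, fixed, and measured by probe-based single-cell RNA sequencing in 3 multiplexed pools. The authors deposited for each culture a matrix of UMI counts per gene and cell, made with Cell Ranger 9.0.0 and GRCm39, with a list of genes and a list of cell barcodes. The values are a count of UMIs, whole numbers without normalization, and each barcode list held 1 probe barcode where it was read. The count matrices of 8 libraries were used: control, IFN-γ, IL-4 and TGF-β of day 7, and control, IFN-γ, IL-4 and IL-10 of day 5. Each condition and day has 1 library. The remaining cultures of these pools were not used here.

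Cells with at least 200 detected genes and at most 20% mitochondrial UMIs were kept, 8901 to 10953 per library. The sum of UMIs per library ranged from 71174427 to 146994810, so that counting error is small beside a 2-fold difference for a gene at 50 CPM. Doublets were scored with Scrublet but kept. Its automatic threshold marked 3.30% of control and 4.55% of IL-4 cells at day 7 and 2.95% and 4.26% at day 5, and none in the other 4 libraries, where it has not worked. Leaving out the 5% of cells with the highest scores in each library was therefore added as an alternative.

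Counts were summed over the kept cells of a library and expressed as CPM. Ratios of CPM were taken between each treated library and the control library of the same day, and between IFN-γ or TGF-β and IL-4. Log2 ratios were taken with 1 CPM added. Gene lists of NF-kB, mature dendritic cell, interferon response, MHC class II, MHC class I, complement, alternative activation, TGF-β and SMAD, reparative and remodeling, IL-10 and STAT3, cell cycle, NRF2, glycolysis and hypoxia, cholesterol synthesis, cholesterol efflux and lipid handling, lysosome and phagocyte oxidase genes were written from general knowledge. Some members, such as Ccl22, Ccr7, Chil3, Cd24a, Ly6a and Gbp2, are also genes that the paper names for these cultures. Counts of such lists are therefore not fully independent of the paper. Each member was counted as higher or lower at a 2-fold difference. Random lists were drawn from the 200 genes nearest in mean CPM to each member.

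The text names 3 groups of genes. The first holds genes that the paper names for GM-CSF cultures (among them Ccl22, Ccr7, Ly6e, Cebpb, C1qb, C1qc, Ly6a, Cd24a, Chil3, Gbp2, Irf1, Cxcl9, Arg1, Spp1, H2-Aa, H2-Ab1, H2-Eb1, Irf8 and Nfkbia), and some of their values had been seen in the paper's figures. The second holds, for IL-4, IFN-γ and TGF-β at day 7, the 10 genes with the highest and the 10 with the lowest log2 ratio among genes with at least 50 CPM in either library, for IL-4 and IFN-γ only genes at least 2-fold changed the same way at day 5. The third holds, in each list, the 3 changed members with the highest mean CPM. Other genes, named as members of short counts, as loadings or as genes that lead a cluster, were chosen after their values were seen. Some genes of these groups are not reported here. Positions come from a GENCODE annotation of the same build in another release than the authors', joined by Ensembl identifier.

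Size factors were computed with scran 1.30.0 (calculateSumFactors), as the paper's methods state, and log(x+1) values of the 2000 most variable genes entered a principal component analysis with Scanpy 1.11.5. The paper's text does not name the number of variable genes. The density of PC1 scores, with a kernel bandwidth factor of 0.15, gave the minimum between its 2 peaks. Day 5 cells were projected on the day 7 components. Clusters were made with the Leiden method (leidenalg 0.10.2, resolution 0.6, 15 neighbours, 30 components) and named only where at least 3 markers of 1 of 12 cell type lists were among their 10 leading genes. Shares of the mature dendritic cell-like cluster were not read as a difference in such cells between conditions, because the IL-4 cells above the PC1 minimum fell into another, unnamed cluster. For shares of cells with a UMI, each cell was thinned to 2000 UMIs and shallower cells were left out.

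No test was made, since cells are not replicates. Alternatives were TMM factors (edgeR 4.0.16), all barcodes, stricter limits (1000 genes, 5% mitochondrial UMIs), cells without called doublets, CPM averaged over cells, a pseudocount of 10 CPM, no minimum CPM for lists, the day 5 libraries, cells without a Ccr7 UMI, library-size factors, 4000 variable genes, unit variance, thinned cells, 8901 cells from each library, unthinned shares and a threshold of 2 UMIs. Alternatives added after the data were seen left out the highest doublet scores, the neutrophil-like and basophil- or mast cell-like cells, or the alternative activation genes, or used all genes in the principal component analysis. Simulated libraries of the same depth carried counting error only. On them every gene changed 0.25-, 3- or 4-fold was called, and no unchanged gene was called. The intervals held the true ratio in 94.9% to 95.4% of genes. These simulations do not cover variation between cultures or pools. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.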

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

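The day 5 cultures are in the series but the paper does not report on them, and 6 signals in them stood above the control culture of that day. In the IL-10 library, Spp1, which encodes osteopontin, was 9.58-fold higher than in control. Of 10 measured complement genes 8 were at least 2-fold higher there, among them C1qa (2.69-fold) and C1qc (2.31-fold). Of 23 reparative and remodeling genes 10 were higher there, among them the protease gene Mmp14 (4.10-fold), the mannose receptor gene Mrc1 (3.55-fold) and the lipid carrier gene Fabp5 (2.18-fold). In the IL-4 library, 8 of 22 mature dendritic cell genes were higher: Ccl22, Ccl17, Cd40, Cd83, Cd200, Il4i1, Pdcd1lg2 and Socs2. Projected on the day 7 components, 28.9% of the IL-4 cells (95% interval 28.0 to 29.7) and 11.9% of the control cells of day 5 lay above the PC1 minimum. In the IFN-γ library, 38 of 40 interferon response genes were higher, with a median log2 ratio of 3.22.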

How the results depend on the processing

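No paired analysis was possible because each condition has 1 library, and depth limits the ratios of genes nearly absent from control, such as Serpina3f with 6 UMIs there. Of 164 named-gene ratios at least 2-fold from control, 161 stayed so with TMM factors, 164 with all barcodes, 164 with stricter limits, 155 with CPM averaged over cells, 158 with a pseudocount of 10 CPM, 163 without called doublets, and 148 of 162 in cells without a Ccr7 UMI. At day 5, 71 of 109 did. Of 544 list medians under the alternatives, 3 were counted as reversed and 357 as moved. Of 986 counts of list members 88 moved by more than 1.5 times. Without the neutrophil-like and basophil- or mast cell-like cells, an alternative added after seeing the data, all 164 stayed, and without the highest doublet scores, also added, 162. For the values below the cause was not tested.

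With the day 5 libraries in place of day 7, no MHC class II gene was at least 2-fold lower in IL-4 (0 against 10). The cell cycle median of IL-4 reversed to -0.45. Of ratios at least 2-fold from control, the log2 ratios in IL-4 of Ccl3 (-0.32), Zmynd15 (0.02), Cd74 (0.08) and Apoc2 (0.01) reversed. Smaller log2 ratios also changed sign in IL-4, such as that of Ccr7 (-0.17 at day 7, 0.78 at day 5). Those of Cebpb and Spp1 both went from 0.12 to -0.89. In IFN-γ the NRF2 median reversed to -0.43, Gclm to -0.76 and Ankrd37 to 0.21. The smaller log2 ratio of Arg1 in IFN-γ went from -0.30 to 0.87. The share of cells with a Ccl22 UMI was 43.1% in IL-4 and 18.4% in control. In cells without a Ccr7 UMI, 10 mature dendritic cell genes were lower in TGF-β, and with CPM averaged over cells the reparative median of TGF-β reversed to 0.05.

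The difference from control along PC1 in IL-4 and along PC2 in IFN-γ and TGF-β was 0.29, 1.33 and -0.83 SD with library-size factors, 0.28, 1.48 and -0.71 with 4000 variable genes, 0.30, 1.35 and -0.88 with all barcodes, 0.30, 1.27 and -0.96 with equal cell numbers, 0.27, 1.41 and -0.62 with thinned cells, and 0.30, 1.38 and -0.84 without called doublets. With stricter limits PC2 was 1.43 in IFN-γ and -0.75 in TGF-β. With day 5 cells projected, PC1 in IL-4 was 0.41 and PC2 in IFN-γ 1.05, and there was no TGF-β value. With unit variance the 3 values were -0.02, 0.61 and 0.78 on axes that do not match those of the main run, since Ccr7 and Ccl22 ranked 1 and 3 at the negative end of PC2, so that the changes of sign do not show changes of position. On that PC2 IL-4 lay toward Ccr7 (-0.26). The share of cells without a neighbour from another library fell there to 24.3% in control, 42.0% in IL-4 and 55.5% in TGF-β. In the alternatives added after seeing the data the 3 values were 0.25, 1.18 and -0.82 with all genes, 0.33, 1.52 and -0.72 without alternative activation genes, and 0.30, 1.38 and -0.83 without the highest doublet scores.

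The share of IL-4 and control cells above the PC1 minimum was 28.9% and 11.9% at day 5, 35.3% and 25.1% with 4000 variable genes, 35.0% and 24.5% without called doublets, 33.4% and 23.4% with all genes, and 35.2% and 24.8% without the highest doublet scores. The IL-4 share was 36.5% with stricter limits and 35.6% with thinned cells. Unit variance gave no density minimum and so no share. The share of IL-4 and control cells with a Ccl22 UMI was 70.0% and 42.9% unthinned, 40.4% and 26.2% at a threshold of 2 UMIs, 47.9% and 31.1% without called doublets, and 47.9% and 31.3% without the highest doublet scores. In each alternative that gave both shares, that of IL-4 was above that of control.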

Differences from the paper's values

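PC2 explained 9.80% of the variance of the 2000 variable genes, against the paper's 4.65%. Of the alternatives set before the data were examined, thinned cells gave a value within 1.5 times the paper's, 4.95%. All genes in place of the variable ones, an alternative chosen after seeing the values, gave 3.44%, also within it, and took 2 of the paper's 4 positive loading genes out of the top pair of their axis. The other alternatives set before did not reach it, with 9.19% with library-size factors, 7.83% with 4000 variable genes, 3.03% with unit variance, 8.74% with stricter limits, 9.94% without called doublets, 10.0% with all barcodes and 9.86% with equal cell numbers. The paper's analysis also held IL-10 cells of day 7, which were not analysed here. PC1 explained 17.2%, against the paper's 13.21%, which is within 1.5 times, and its share was outside that range with unit variance (3.26%) and with all genes (6.59%).

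The paper shows Ly6e and Cebpb as the top negative loading genes of PC1, and Cd24a and Chil3 as those of PC2 (Fig. 2D). Chil3 had the most negative loading on PC2 and the paper's 4 positive genes had the highest loadings here too, but Ly6e, Cebpb and Cd24a were not among the variable genes. By slopes over 8845 genes, Ly6e and Cebpb ranked 2 and 3 at the negative end of PC1 and Cd24a ranked 4 at that of PC2. An analysis with all genes, chosen after seeing the values, gave the same ranks to Ly6e and Cebpb and rank 5 to Cd24a, and moved C1qb and Ly6a to ranks 5 and 7 of positive PC2, so that these 2 genes of the paper left its top pair.

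The paper presents Chil3 and Cd24 as markers of the TGF-β and IL-10 cells. Chil3 was 20.6-fold above control in TGF-β, but in CPM both genes were highest in IL-4 at day 7. In the median over cells of log-normalized expression, Chil3 was highest in TGF-β (3.98 against 3.09 in IL-4) and Cd24a in IL-4. In CPM the ratio of TGF-β to control was 0.980 (95% interval 0.967 to 0.992) for Cd24a. In the IL-10 library of day 5, Cd24a and Chil3 were below control.

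The paper describes Ccl22 and Ccr7 as high in IL-4 cells. Ccl22 was highest in IL-4, while Ccr7 in IL-4 was below control in CPM (0.888 times) and above it in the thinned share of cells with a UMI. At day 5, Ccr7 was at 605.5 CPM in IL-4 and 351.6 CPM in control.

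The paper describes IL-4 as moving macrophages toward a cluster with NF-kB-controlled expression. It draws on transcription factor targets enriched among loading genes (Fig. 2C) and on bulk RNA-seq, and neither was repeated here. Of 16 variable genes of the NF-kB list written here, 8 were among the 100 highest loadings of PC1. Some of these, such as Ccl22, Cd83 and Traf1, are also on the mature dendritic cell list. By another measure, the 2-fold size over the whole library, 3 genes of the list were higher than in control and 4 lower at day 7. With the day 5 libraries, 6 were higher and 2 lower. The share of cells above the PC1 minimum was 37.4% in IL-4 and 26.3% in control at day 7. A gene confined to these cells would gain less than 2-fold from that, so the day 7 count cannot decide on such a shift.

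The paper calls the paths of IL-4 and IFN-γ orthogonal. The angle between them was 177.7° in the plane of PC1 and PC2 and 96.6° over 30 components.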

Other observations

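The tests for a difference between pools and for carry-over between libraries were chosen only after the result was seen, and the settings without alternative activation genes and without neutrophil-like cells were added after the data were seen.

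IFN-γ lowered genes of proliferation and of cholesterol synthesis at day 7. Of 27 cell cycle genes 22 were lower than in control, with a median log2 ratio of -1.36, among them Stmn1 (ratio 0.259), Rrm2 (0.385) and Top2a (0.419), and of 18 cholesterol synthesis genes 13 were lower, with a median of -1.31, among them the regulator gene Srebf2 (0.336). At day 5 the counts lower were 2 and 0, and of the lists that follow no NRF2 or lysosome gene was higher, 2 NRF2 genes, 2 mature dendritic cell genes and no NF-kB gene were lower, and 3 lipid handling genes were higher. Of 14 NRF2 genes 4 were higher (Hmox1 4.52-fold, Prdx1 at a log2 ratio of 1.92, Gclm 2.53-fold and Osgin1), of 17 cholesterol efflux and lipid handling genes 6 (among them Apoe 8.78-fold, Cd36 3.91-fold and Lpl 2.06-fold), and of 18 lysosome genes 5 (among them Ctsb 3.12-fold, Lgmn 2.87-fold and Ctsd 2.45-fold), with none lower in these lists. Of 24 mature dendritic cell genes 15 were lower (7 among cells without a Ccr7 UMI) and 1, Cd274, was higher, and of 33 NF-kB genes 5 were higher (Ptgs2, Tnfaip2, Ccl5, Sod2 and Ccl4) and 7 lower, among them the subunit genes Nfkb2, Rel and Relb. Of 18 IL-10 and STAT3 response genes 4 were higher (Fcgr4, Marco, Saa3 and Fcgr1). Of 23 reparative genes 3 were higher (Vegfa, Igf1 and Chil3) and 5 lower (Fn1, Car4, Cd24a, Plet1 and Ctsk), and of 22 alternative activation genes 5 were higher (Ccl24, Tgm2, Socs1, Cd36 and Chil3) and 6 lower. Id3 was higher and Bhlhe40 lower among 17 TGF-β and SMAD genes, Vegfa was higher and Egln3 and Ankrd37 lower among 19 glycolysis and hypoxia genes, and none of 6 phagocyte oxidase genes passed the 2-fold size. With TMM factors Bhlhe40 was within 2-fold of control and 1 oxidase gene was higher.

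In TGF-β, 11 of 35 interferon response genes were higher at day 7, among them Ly6a (11.6-fold), Oasl2 (7.30-fold) and Irf7, while Gbp2 (ratio 0.322), Gbp3, Gbp5 and Fgl2 were lower. Of 9 complement genes Cfb and C1ra were higher and the C1q genes and Cfp lower, of 21 alternative activation genes 4 were higher (Chil3, Cdh1, Tgm2 and Pparg) and 9 lower, and of 18 IL-10 and STAT3 genes 3 were higher (Marco 15.5-fold, Fcgr4 and Il1rn) and 4 lower (Saa3, Bcl3, Socs3 and Fcgr1). Cell cycle genes had a median log2 ratio of 0.69, with Tk1 and Bub1 higher, and cholesterol synthesis genes one of 0.24 with none past the 2-fold size. Cd74 was lower among 12 MHC class II genes, H2-Q7 among 14 MHC class I genes, Nqo1 and Slc7a11 among 14 NRF2 genes, Ndrg1 among 19 glycolysis and hypoxia genes and Rac2 among 6 oxidase genes. Nr1h3 and Plin2 were higher and Cd36 and Pltp lower among 17 lipid handling genes. With CPM averaged over cells no NRF2 or oxidase gene was lower in TGF-β and 5 cell cycle genes were higher. In IL-4, 6 of 31 interferon response genes were lower (Ciita, Ly6a, Ly6e, Gbp3, Gbp7 and Il18bp; 11 among cells without a Ccr7 UMI) and Socs1 was higher, Apoe (ratio 0.0375), Apoc2 and Abca1 fell among 16 lipid handling genes, and Cybb (0.220), the catalytic subunit of the oxidase, fell among 6 oxidase genes. Of 17 TGF-β and SMAD genes 2 were higher (Pmepa1 and Cdkn2b) and 6 lower, of 18 IL-10 and STAT3 genes 1 was higher (Fcgr4) and 6 lower, and among NRF2 genes Fth1 and Nqo1 were lower and among glycolysis genes Pfkp was higher. Cell cycle, cholesterol synthesis, lysosome and MHC class I genes had median log2 ratios of 0.43, 0.08, 0.04 and -0.01 in IL-4, with none past the 2-fold size.

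The paper reports ARG1 protein induced by IL-4 selectively in M-CSF macrophages, and SPP1 induced in GM-CSF macrophages by IL-10 and less by TGF-β (Fig. 3B). In the GM-CSF cultures measured here, Arg1 RNA was at 2556 CPM in IL-4, 71.1 CPM in IFN-γ and 71.0 CPM in TGF-β at day 7, and Spp1 RNA at 2413 CPM in TGF-β, 599.9 CPM in IL-4, 551.9 CPM in control and 311.4 CPM in IFN-γ. In the IL-10 library of day 5, Spp1 was at 4029 CPM against 420.6 CPM in control, 8 of 18 IL-10 and STAT3 response genes were higher and none was lower, and Arg1 rose from 0.305 to 229 CPM. Projected on the day 7 components, the IL-10 library differed from control of day 5 by -0.18 SD on PC1 and 0.14 SD on PC2, between IL-4 (-0.28 SD) and IFN-γ (1.05 SD) on PC2, and 66.5% of its cells and 77.5% of the control cells were negative on both. By flow cytometry, the paper reports MHC-II kept high by IL-4 and lowered by TGF-β in GM-CSF macrophages (Fig. 3E). The order in RNA at day 7 was the opposite. Of 12 MHC class II genes 8 were higher in TGF-β than in IL-4 and none was lower. RNA of a whole library and protein at the cell surface are different measures.

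A larger share of IL-4 than of control cells lay above the PC1 minimum at day 7. With every cell thinned to the same number of UMIs the share was still 10.05 percentage points larger, which argues against depth. With the alternative activation genes left out it was 11.15 points larger, which argues against those genes, Ccl22 among them, as the whole cause. Only 2 of the 12 variable genes of that list were among the 100 highest loadings of PC1. The setting therefore cannot decide on other genes that IL-4 may induce. In the day 5 libraries of a single pool the share was 16.96 points larger, which argues against the pool as the whole cause. A response of the cells to IL-4, such as more cells maturing or surviving, may underlie it, as a hypothesis found and tested on the same data.

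MHC class II genes were lower in IL-4 than in control at day 7. Among cells without a Ccr7 UMI the median log2 ratio was -1.71, which argues against a larger share of Ccr7-positive cells as the cause. With TMM factors it was -1.60, which argues against a few genes taking many of the counts. In the day 5 libraries of a single pool it was -0.50, with no MHC class II gene at least 2-fold lower. The limit for this test was set after the result was seen and was laxer than that of the tests above. By their limit, -0.50 would not decide on the pool. The value shows only a small fall within 1 pool, and the part by which day 7 exceeds day 5 stays open. A treatment response that grows from day 5 to day 7 may underlie it and was not separated from the change of pool.

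Chil3 was higher in TGF-β than in control at day 7. Of 14 genes at least 16-fold higher in IL-4 than in control, the median share of the IL-4 level reached in the TGF-β library of the same pool was 3.94%, and 0 reached that of Chil3 (27.8%), which argues against carry-over from the IL-4 library. Without neutrophil-like cells the ratio was 25.7, which argues against these cells as the source. The control libraries of day 5 and day 7, which differ in pool and day, differed 5.03-fold in Chil3, and no condition was measured in more than 1 pool on a day, so pool and treatment cannot be told apart here. An induction of Chil3 by TGF-β may underlie it, beside a difference between pools.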
